# Integrative Analysis of lncRNA-miRNA-mRNA Regulatory Network Reveals the Key lncRNAs Implicated Potentially in the Differentiation of Adipocyte in Goats

**DOI:** 10.3389/fphys.2022.900179

**Published:** 2022-05-05

**Authors:** Changsheng He, Yong Wang, Jiangjiang Zhu, Yanyan Li, Juan Chen, Yaqiu Lin

**Keywords:** RNA-Seq, intramuscular adipocyte, subcutaneous adipocyte, goat, lncRNA, mRNA

## Abstract

Goats are popular in China because of their superior meat quality, delicate flesh, and unique flavor. Long noncoding RNAs (lncRNAs) play important roles in transcriptional and post-transcriptional regulation of gene expression. However, the effects of lncRNAs on adipocyte differentiation in goat has not been fully elucidated yet. In this investigation, we performed RNA-Seq analysis of intramuscular and subcutaneous adipocytes from Jianzhou Daer goat before and after differentiation, including both intramuscular preadipocytes (IMPA) vs. intramuscular adipocytes (IMA) and subcutaneous preadipocytes (SPA) vs. subcutaneous adipocytes (SA). A total of 289.49 G clean reads and 12,519 lncRNAs were obtained from 20 samples. In total, 3,733 differentially expressed RNAs (182 lncRNAs and 3,551 mRNAs) were identified by pairwise comparison. There were 135 differentially expressed lncRNAs (DELs) specific to intramuscular adipocytes, 39 DELs specific to subcutaneous adipocytes, and 8 DELs common to both adipocytes in these 182 DELs. Some well-known and novel pathways associated with preadipocyte differentiation were identified: fat acid metabolism, TGF-beta signaling pathway and PI3K-Akt signaling pathway. By integrating miRNA-seq data from another study, we also identified hub miRNAs in both types of fat cells. Our analysis revealed the unique and common lncRNA-miRNA-mRNA networks of two kinds of adipocytes. Several lncRNAs that regulate potentially goat preadipocyte differentiation were identified, such as XR_001918 647.1, XR_001917728.1, XR_001297263.2 and LNC_004191. Furthermore, our findings from the present study may contribute to a better understanding of the molecular mechanisms underlying in goat meat quality and provide a theoretical basis for further goat molecular breeding.

## Introduction

Fat is generally divided into subcutaneous fat, intermuscular fat and intramuscular fat. The amount of intermuscular fat is small and its composition is similar to subcutaneous fat, so it is generally considered that fat is mainly divided into subcutaneous fat and intramuscular fat (Timón et al., 2001). The distribution of fat in meat animals and the fat content of each part have an important impact on meat production and quality. Subcutaneous fat determines the carcass lean rate to a certain extent. The thicker the fat means the lower the lean meat rate. Intramuscular fat has an important influence on the flavor and tenderness of goat meat. Within a certain range, the quality of meat gradually improves with the increase of intramuscular fat content. One of the current research directions for meat is to study how to regulate the content of intramuscular fat and subcutaneous fat to improve meat quality of goats.

Adipogenesis is a complex process regulated by various transcription factors, non-coding RNA and signal pathways (Mattar et al., 2018). RNA sequencing (RNA-seq) is a revolutionary tool to identify differentially expressed genes (DEGs) regulating various biological processes. It enables us to discover new genes and therefore to describe unannotated transcriptional activity by identifying numerous noncoding transcripts (Wang et al., 2016). Long non-coding RNAs (lncRNAs) are non-coding RNAs with a length greater than 200 nucleotides and low protein coding ability. MicroRNAs (miRNAs) are a type of endogenous non-coding RNA with a length of approximately 22 nucleotides. Previous studies have shown that lncRNAs and mRNAs containing the same miRNA binding site can regulate mutual expression levels by competitively binding miRNAs. The recent explosion in knowledge demonstrating the importance of miRNAs and lncRNAs in the regulation of multiple major biological processes, which impacts the development, differentiation, and metabolism have brought these neglected molecular players (Huang et al., 2011; Wang and Chang, 2011; Ren et al., 2016). Some studies have shown that the adipogenic differentiation ability of intramuscular adipocytes is significantly lower than that of subcutaneous adipocytes. The expression of related genes is low, indicating that there are specific regulatory mechanisms for intramuscular fat and subcutaneous fat in animals (Zhou et al., 2010; Sun et al., 2013). In mammals, the differentiation of preadipocytes has been well studied, especially in bovine and porcine (Chen et al., 2016; Dong et al., 2016; Sun et al., 2016; Yonekura et al., 2016; Zappaterra et al., 2016). Recently, goat meat is gradually welcomed by consumers because of its high protein content, low fat and cholesterol content. Moreover, the consumers demand for goat meat and quality requirements continue to rise (Ivanovic et al., 2016; Teixeira et al., 2019). However, there are few studies on the molecular mechanism of the difference in the deposition of different fat tissues in goats.

Herein, we provided a comprehensive transcriptome profile on intramuscular and subcutaneous adipocytes in before and after differentiation of Jianzhou Daer goat. The results revealed the expression patterns of mRNAs and lncRNAs, which were important in the developmental stages of two different adipocytes. An integrated analysis of differentially expressed lncRNAs (DELs) and mRNAs (DEGs) was performed, and the lncRNA and its target miRNA/mRNA that could potentially regulate the differentiation of intramuscular and subcutaneous preadipocytes were screened through bioinformatics analysis. At the same time, a lncRNA-miRNA-mRNA interaction network was constructed based on miRNAs known to play a role in adipogenesis, which were identified by another study (manuscript in preparation). The lncRNA that may be combined with miRNA and mRNA was identified and verified by RT-qPCR technique. The results from the present investigation provided a theoretical basis for in-depth analysis of the regulation mechanism of goat fat cell differentiation and improvement of meat quality in goats.

## Materials and Methods

### Experimental Animals and Sample Collection

All experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committee, Southwest Minzu University. Also, all the experiments complied with the requirements of the directory of the Ethical Treatment of Experimental Animals of China.

The 7-day-old male Jianzhou Daer goat (*Capra hircus*) (*n* = 5) was purchased from Sichuan Jianyang Dageda Aminal Husbandry Co., Ltd (Sichuan, China), being euthanized by bloodletting. The longissimus dorsi and subcutaneous fat were excised from the goats and minced. The isolation and culture of goat intramuscular and subcutaneous preadipocytes was performed as described assay by (Xu et al., 2018a). The intramuscular and subcutaneous adipocytes were isolated by using twice the volume of Type I collagenase (Sigma, St. Louis, MO, United States) in PBS (Hyclone, Logan, UT, United States). When the cell confluence reaches 80%, we discarded the medium (DMEM/F12 (Hyclone, Logan, UT, United States) with 10% fetal bovine serum (FBS) (Hyclone, Logan, UT, United States)) and added appropriate amount of trypsin (Hyclone, Logan, UT, United States), and the cells were digested at 37°C for 1 min. And then, the cells were harvested in a centrifuge tube, followed by a centrifuge at 800 rpm/min for 3 min to obtain cell pellet. The collected cells were re-suspended for subsequent experiments. The cells of passage 3, were used for experimental treatment. The cells were coaxed into differentiating using oleic acid induction solution (DMEM/F12 (Hyclone, Logan, UT, United States) containing 10% FBS (Hyclone, Logan, UT, United States) and 50 μm/L oleic acid (Sigma, St. Louis, MO, United States), and harvested after induction for 0 and 3 days (Xiong et al., 2018; Song et al., 2020; Xiong et al., 2021; Li et al., 2022). These cell samples were named intramuscular preadipocytes (IMPA), subcutaneous preadipocytes (SPA), intramuscular adipocytes (IMA) and subcutaneous adipocytes (SA), respectively, and five biological replicates were set for each group.

### Total RNA Extraction and Sequencing

A total of 20 cell samples were successfully collected. Total RNA was extracted using Trizol reagent (Takara, Dalian, China). RNA quality was determined using NanoPhotometer spectrophotometer and Agilent 2,100 bioanalyzer, which analyzes the integrity of the RNA （RIN）. The lowest RIN accepted for RNA analyses is 6.8. The lncRNA library is constructed using a chain-specific library. The method for synthesizing the first strand of cDNA by reverse transcription is the same as the normal method of NEB library construction. The difference is that when the second strand is synthesized, dTTP in dNTPs is replaced by dUTP. After that, cDNA end repair, A-tailing, ligation of sequencing adapters, and length screening were also performed, and then the second strand of cDNA containing U was degraded by USER enzyme, and then PCR amplification was performed to obtain a library. Finally, twenty libraries were sequenced at Novogene Co. Ltd. (Beijing, China) on Illumina HiSeq Sequencing System. The RNA-Seq dataset supporting the conclusions of this article is available in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) under accession numbers GSE186988.

### Quality Control and Transcript Assembly

After sequencing, the raw data were stored in fastq format (de Sena Brandine and Smith, 2019). We removed reads containing connectors, poly-N and low quality from Raw Reads to get clean reads. The Q20, Q30 and GC content of the clean data were calculated (Bai et al., 2015). The obtained clean, high-quality data were used for further analyses. The clean, paired-end reads were aligned to the goat genome sequence assembly using HISAT2 (v2.0.4) (Kim et al., 2015), and the transcripts were assembled using both Scripture (beta2) (Guttman et al., 2010) and Cufflinks (v2.1.1) (Trapnell et al., 2010).

### Identification of lncRNAs and Their Expression Analysis

To ensure the quality of the obtained lncRNAs, three criteria were used to identify the desired lncRNAs in the transcriptome assemblies: 1) transcripts with length >200 bp and exon number ≥2 were selected; 2) Cuffcompare (v2.1.1) was used to calculate the read coverage of every transcript, and transcripts with an FPKM value (Cuffquant) of more than 0.05 were removed; and 3) the coding potential of the transcripts was predicted using the coding potential calculator (CPC <1) (Kong et al., 2007), Coding Noncoding Index (CNCI, v2) (Sun et al., 2013), and Pfam (v1.3) (Finn et al., 2016) protein domain families to further remove coding genes. Subsequent steps were performed based on the intersection of the results obtained using the twenty databases.

The FPKMs values of lncRNAs and mRNAs in IMPA, IMA, SPA and SA libraries were calculated by StringTie (v1.3.1), Ballgown (Pertea et al., 2016) and Cuffdiff (v2.1.1) (Trapnell C et al., 2010). The transcripts in the 20 libraries were analyzed for differential expression, and the *p* value was used to screen the DELs and DEGs between two different adipocyte samples. When *p* < 0.05, the lncRNAs and mRNAs are considered to be differentially expressed.

### Gene Functional Annotation

The trans function describes the co-expression relationship between lncRNAs and mRNAs. Pearson correlation coefficient (R > 0.95 or R < 0.95) was calculated by custom scripts. David was used to cluster the target genes among 20 samples for functional enrichment analysis of lncRNA target genes (Huang et al., 2009). Adjusted *p*-value < 0.05 was set as significant threshold. Go (gene ontology) can enrich and analyze the target genes of DELs. Goseq (Release2.12) (Young et al., 2010) is used to enrich and analyze the target genes of DELs. Adjusted *p* < 0.05 is considered to be the significant enrichment of GEGs. KEGG is a database (http://www.genome.jp/kegg/) for understanding the advanced functions and utilities of biological systems such as cells, organisms, and ecosystems (Kanehisa and Goto, 2000; Kanehisa et al., 2008; Kanehisa, 2019; Kanehisa et al., 2021). We used KOBAS (v2.0) (Mao et al., 2005) software to detect the pathway enrichment analysis of DELs target genes in the KEGG pathway.

### Differentially Expressed miRNA and Construction of lncRNA-miRNA-mRNA Networks

We have previously established small RNA libraries by RNA-Seq before and after differentiation of intramuscular and subcutaneous adipocytes (data not yet published). The raw reads were filtered to remove low quality reads and reads with connectors to obtain clean reads. Novoaligen software was used to match the clean reads with the miRBase database to identify known miRNAs, and MirDeep software (Xie et al., 2012) was used to predict novel miRNAs were finally quantified using Novoaligen and Samtools software and normalised using Reads Per Million (RPM). DEGSeq software (Wang et al., 2010) was used for DEMs analysis, and P adjust values were used to indicate the significance of differentially expressed genes. The edgeR software (Robinson et al., 2010) was used to calculate DEMs, in two adipocytes. The screening criterion for significant differences is *p*-value <0.05. miRWalk, miRanda, RNAhybrid, and Targetscan were used for screening DEMs target DELs and DEGs. Then, the intersections of co-expressed lncRNAs, miRNAs, and mRNAs in the four programs were used to construct a lncRNA–miRNA–mRNA network.

DELs and DEGs were combined with the target lncRNAs and mRNAs of DEMs respectively to obtain the miRNA-mRNA relationship pair and miRNA-lnRNA relationship pair. Finally, the lncRNA–miRNA–mRNA network was visualized using Cytoscape v3.7 software (Shannon et al., 2003).

### Validation of Gene Expression of by RT-qPCR Technique

Primers were designed using Primer-BLAST on the NCBI website (Table 1). 1 μg of RNA was synthesized into the first cDNA strand using the RevertAid First Strand cDNA Synthesis Kit (Thermo, Waltham, MA, United States), in accordance with the user manual. Ubiquitously expressed transcript gene (*UXT*) was used as a housekeeping gene (Xu et al., 2018b). The qPCR reaction procedure was composed of four steps, including pre-degeneration (95°C, 3 min), degeneration (95°C, 10 s), annealing (60°C, 10 s) and extension (72°C, 15 s), of which degeneration, annealing and extension were running for 40 cycles. Melt curve stage was 65–95°C in 0.5°C increments for 5s. Quantification of selected gene expression was performed using the comparative threshold cycle (2^−ΔΔCT^) method (Livak and Schmittgen, 2001). The experiment was repeated for three times.

**TABLE 1:** Primer sequences of lncRNA amplified by qRT-PCR.

Gene Name	Primer Sequence	Annealing (°C)	Amplicon size (bp)	Efficiency amplification (%)
XR_001917557.1	TCC​ATT​TTG​CCG​CAG​TGT​TC	60	167	99
	GAA​ATG​CAC​ACG​GCA​GAG​AC			
XR_001918647.1	AGC​TTG​GGA​GAT​GCA​CAA​AA	60	87	108
	GCC​AGC​ATA​TTG​GAC​ACC​CTT			
XR_001917728.1	CTC​TGT​GGG​CGA​TGA​CGA​AG	60	153	105
	TCT​CCA​TCA​CAC​CGG​ACC​AT			
LNC_004191	AGG​AAT​GGA​AAG​TGA​ACC​AGG​G	60	80	108
	AGC​TGT​GTT​CCT​CCC​CTA​CC			
XR_001295810.1	AAG​CAA​ACG​GTG​TCT​GGG​G	60	81	107
	AGA​GCA​ATG​GTC​AGC​TTG​GA			
XR_001917637.1	TGG​GCA​AGT​GAG​GGT​CTC​C	60	80	103
	CCC​TAC​AAG​CCT​CTT​CTC​CAT​C			
XR_001297263.2	CAC​AGG​GTG​AAT​GAC​TTG​GG	60	166	99
	AAT​AGG​GTG​CTT​GCA​GGT​AGG			
UXT	GCA​AGT​GGA​TTT​GGG​CTG​TAA​C	60	180	103
	ATG​GAG​TCC​TTG​GTG​AGG​TTG​T			

## Results

### Transcript Sequencing and Assembly

Three days after differentiation of intramuscular and subcutaneous adipogenesis, lipid droplets could be observed with Oil Red O staining (Figures 1A,B) and the relative expression level of the adipocyte differentiation marker gene Pref-1 was significantly lower than that of preadipocytes (Figure 1C), which could indicate that differentiated intramuscular and subcutaneous adipocyte models were successfully established. 

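The libraries formed 4 groups of 5, with the preadipocytes collected on day 0 and the adipocytes after 3 days in medium with oleic acid. The authors deposited FPKM values per transcript and library, calculated with StringTie and Ballgown, for 1093 annotated lncRNAs, 12519 newly assembled lncRNAs and 43766 mRNAs. FPKM is a count of fragments divided by the transcript's length and by the number of mapped reads of the library, and no counts were given, so the depth behind a single value is unknown. The FPKM values of a library summed to between 527426 and 596669, and between 36930 and 43314 transcripts per library were above 0. A single newly assembled antisense lncRNA, LNC_010228, held between 19.95% and 29.07% of that sum, while the next most abundant transcript never exceeded 7873 FPKM. The paper's Table 3 gives a mean mapped share of 89.6% ± 6.12 (SD, n = 5 libraries) for IMPA, 58.6% ± 3.98 for IMA, 54.9% ± 1.51 for SPA and 49.7% ± 1.64 for SA. Every IMPA library had a higher mapped share than every IMA library and every SPA library a higher one than every SA library (two-sided exact permutation test, p = 0.00794 for both, the smallest p that 5 libraries against 5 allow), so the mapped share cannot be told apart from the stage. By the read numbers of Table 2, SPA1 and SA5 lost less than 5% of their raw reads in filtering, like every intramuscular library, whereas the other 8 subcutaneous libraries lost more. Differential expression was tested with limma's moderated test on log2(FPKM + 1), IMA against IMPA and SA against SPA in separate fits of 10 libraries. The 18414 transcripts with a mean of at least 1 FPKM over the 20 libraries were tested, which were 472 annotated lncRNAs, 1236 newly assembled lncRNAs and 16706 mRNAs. P values were adjusted by the Benjamini-Hochberg method over lncRNAs and mRNAs together. The paper gives replicate numbers for each group but its text does not name which goat each number stands for, so libraries were not paired. A difference between the intramuscular and the subcutaneous change was tested as an interaction over all 20 libraries. Tests are two-sided throughout, log2 fold changes are adipocytes against preadipocytes, and exact permutation tests run over the 252 ways to divide 10 libraries into groups of 5.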

We established twenty cDNA libraries that represented two different adipocytes: intramuscular preadipocytes (IMPA, 1–5) and intramuscular adipocytes (IMA, 1–5) from the longissimus dorsi of 7-day-old Jianzhou Daer goat, subcutaneous preadipocytes (SPA, 1–5) and subcutaneous adipocytes (SA, 1–5) from the subcutaneous fat of 7-day-old Jianzhou Daer goat. The RNA sequencing obtained a total of 289.49 Gb of data, with each stage averaging 14.4745 Gb of data. The Q30 results in each sample were >91%, and the GC percentage was less than 52%, as listed in Table 2. More than 47.76% of the clean reads were perfectly mapped to the goat reference genome (assembly ARS1, https://www.ncbi.nlm.nih.gov/genome/?term = goat), and 44.56–87.33% uniquely mapped reads were obtained from the total mapped reads from the twenty samples (Table 3).

**FIGURE 1:**
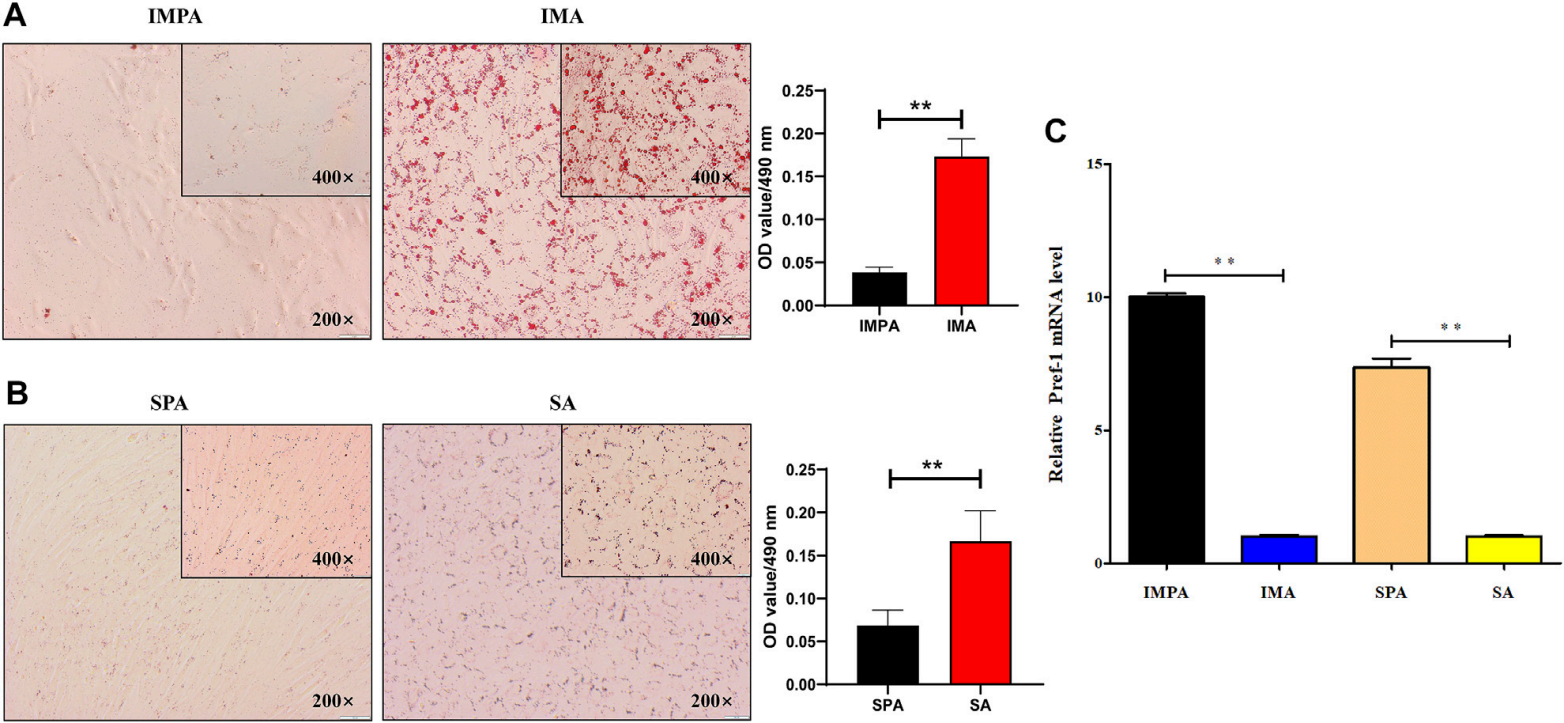
Adipocytes differentiated for 3 days **(A)** Oil-red O staining analysis in goat intramuscular adipocyte adipogenesis. “*”means *p* < 0.05 and “**” means *p* < 0.01, same below. **(B)** Oil-red O staining analysis in goat subcutaneous adipocyte adipogenesis. **(C)** The mRNA level of Pref-1 in goat intramuscular and subcutaneous adipocyte adipogenesis.

**TABLE 2:** Output statistics of the sequencing reads for each sample.

Sample Name	Raw Reads	Clean Reads	Clean Bases (G)	Error rate (%)	Q20 (%)	Q30 (%)	GC content (%)
IMA1	106965744	104026824	15.6	0.01	97.43	93.49	46.19
IMA2	97739340	95783582	14.37	0.01	97.38	93.41	45.44
IMA3	100355022	98296238	14.74	0.02	97.28	93.19	46.19
IMA4	87081698	85127438	12.77	0.02	97.30	93.26	45.62
IMA5	93900560	92052240	13.81	0.01	97.33	93.31	45.94
IMPA1	89914112	87780640	13.17	0.02	96.88	92.26	50.48
IMPA2	89869988	87544572	13.13	0.02	96.76	92.01	49.14
IMPA3	86513066	84676776	12.7	0.02	96.89	92.26	51.41
IMPA4	93072522	91173148	13.68	0.01	97.45	93.47	49.64
IMPA5	103727284	1,00918664	15.14	0.02	96.27	91.00	51.62
SA1	102257046	96016600	14.4	0.01	97.19	93.12	45.12
SA2	113958516	107224614	16.08	0.01	97.21	93.11	45.29
SA3	96569252	90603612	13.59	0.02	97.01	92.44	44.74
SA4	92196036	86251102	12.94	0.02	97.24	92.92	44.74
SA5	8,9102014	86443762	12.97	0.02	96.54	91.61	45.44
SPA1	89233018	87343234	13.1	0.02	97.03	92.56	45.46
SPA2	112263802	105239820	15.79	0.02	97.12	92.97	45.32
SPA3	119992036	112810026	16.92	0.02	97.08	92.87	45.82
SPA4	116537456	109357518	16.4	0.02	97.18	93.04	45.78
SPA5	128978020	121273002	18.19	0.02	97.15	93.00	45.75

**TABLE 3:** Summary of the clean reads alignment to the goat reference genome.

Sample Name	Total Reads	Total Mapped	Multiple Mapped	Uniquely Mapped
IMA1	104026824	58826296 (56.55%)	5007777 (4.81%)	53818519 (51.74%)
IMA2	95783582	52467109 (54.78%)	3378217 (3.53%)	49088892 (51.25%)
IMA3	98296238	64127686 (65.24%)	4344218 (4.42%)	59783468 (60.82%)
IMA4	85127438	49359285 (57.98%)	3294364 (3.87%)	46064921 (54.11%)
IMA5	92052240	53774996 (58.42%)	3822996 (4.15%)	4,9952000 (54.26%)
IMPA1	87780640	80670979 (91.9%)	6751338 (7.69%)	73919641 (84.21%)
IMPA2	87544572	70588932 (80.63%)	6111853 (6.98%)	64477079 (73.65%)
IMPA3	84676776	79535538 (93.93%)	7181504 (8.48%)	72354034 (85.45%)
IMPA4	91173148	78490007 (86.09%)	6695561 (7.34%)	71794446 (78.75%)
IMPA5	1,00918664	96226399 (95.35%)	8091611 (8.02%)	88134788 (87.33%)
SA1	96016600	47294011 (49.26%)	3673053 (3.83%)	43620958 (45.43%)
SA2	107224614	56076878 (52.3%)	4502794 (4.2%)	51574084 (48.1%)
SA3	90603612	45139764 (49.82%)	3788336 (4.18%)	41351428 (45.64%)
SA4	86251102	41189983 (47.76%)	2755466 (3.19%)	38434517 (44.56%)
SA5	86443762	42725042 (49.43%)	3277966 (3.79%)	39447076 (45.63%)
SPA1	87343234	49526419 (56.7%)	3284941 (3.76%)	46241478 (52.94%)
SPA2	105239820	57264925 (54.41%)	3543746 (3.37%)	53721179 (51.05%)
SPA3	112810026	63555694 (56.34%)	4360117 (3.87%)	59195577 (52.47%)
SPA4	109357518	59092897 (54.04%)	3924824 (3.59%)	55168073 (50.45%)
SPA5	121273002	64549280 (53.23%)	4580894 (3.78%)	59968386 (49.45%)

Finally, 12519 assumed non-coding transcripts were retained by CNCI, CPC2 and PFAM softwares (Figure 2A), including 16.9% lncRNAs, 76.1% intronic lncRNAs, and 7% anti-sense lncRNAs. In addition, 43767 mRNAs were identified. 

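The deposited table of newly assembled lncRNAs listed 9527 intronic lncRNAs (76.1%), 2120 long intergenic lncRNAs (16.9%) and 872 antisense lncRNAs (6.97%). Of these, 5 intronic lncRNAs were at 0 in every library. A further table listed 1093 annotated transcripts, of which 932 were typed as lncRNA and 161 as miscellaneous RNA. The mRNA table held 43766 transcripts of 20593 genes, and 3907 of them were at 0 in all 20 libraries. After the filter on low values, 1080 intronic, 108 long intergenic and 48 antisense lncRNAs remained for testing, together with 360 annotated lncRNAs and 112 miscellaneous RNAs.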

The expression level of each RNA was standardized to fragments per kilobase of exon model per million mapped reads (FPKM), and it was found that a small part of them was not expressed or was expressed at a relatively low level. 

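Over the 20 libraries, 26.1% ± 4.14 (SD, n = 20 libraries) of the lncRNAs were listed at 0, with a range of 17.8% to 31.3%. A further 24.5% ± 3.14 were above 0 but under 0.1 on the log10(FPKM + 1) scale. Of the mRNAs, 32.8% ± 3.01 were listed at 0, with a range of 26.6% to 37.1%, and 17.5% ± 1.51 were above 0 but under 0.1. The annotated lncRNAs were at 0 less often, in 10.1% ± 2.48 of cases, than the newly assembled lncRNAs, in 27.5% ± 4.30 of cases.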

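On the log10(FPKM + 1) scale, 49.2% ± 2.59 (SD, n = 20 libraries) of the lncRNAs fell between 0.1 and 2 in a library, and 0.193% ± 0.0224 lay above 2. Of the mRNAs, 48.6% ± 1.73 fell between 0.1 and 2, and 1.15% ± 0.0383 lay above 2. The share above 2 was higher for mRNAs than for lncRNAs in every library, since the lowest mRNA share was 1.09% and the highest lncRNA share 0.242%.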

The expression levels of a large number of RNAs were mainly between 0.1 and 2 of log10 (FPKM+1), and a small number of genes had very high expression level (log10 |FPKM+ 1| > 2) (Figure 2B). LncRNAs are lesser expressed than mRNAs (Figure 2C), the extremely significant differences of genes were helpful to explore the molecular mechanism of fat deposition in different tissues.

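The median log10(FPKM + 1) of all lncRNAs in a library was 0.0976 ± 0.00927 (SD, n = 20 libraries), and that of all mRNAs was 0.0948 ± 0.0225. The difference, mRNA minus lncRNA, was -0.00286 ± 0.0210, which is smaller than the spread between libraries, and the mRNA median was the higher one in 11 of the 20 libraries. The annotated lncRNAs had a median of 0.247 ± 0.0118 and the newly assembled lncRNAs one of 0.0899 ± 0.00959. Of the alternatives set before the data were examined, the one that moved the difference most kept only transcripts with a mean of at least 0.1 FPKM. With it, the mRNA median was 0.398 ± 0.0132 and the lncRNA median 0.130 ± 0.00953, a difference of 0.268 ± 0.0153 with the mRNA median higher in 20 of 20 libraries. The direction was the same when values of 0 were left out, with medians of 0.362 ± 0.0232 for mRNAs and 0.147 ± 0.0112 for lncRNAs. With the mean FPKM of each class on the same scale, the difference was -0.130 ± 0.0495 and the lncRNA mean was higher in 20 of 20 libraries; without LNC_010228, an alternative chosen after the values were seen, it was 0.547 ± 0.0286 and the mRNA mean was higher in 20 of 20.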

**FIGURE 2:**
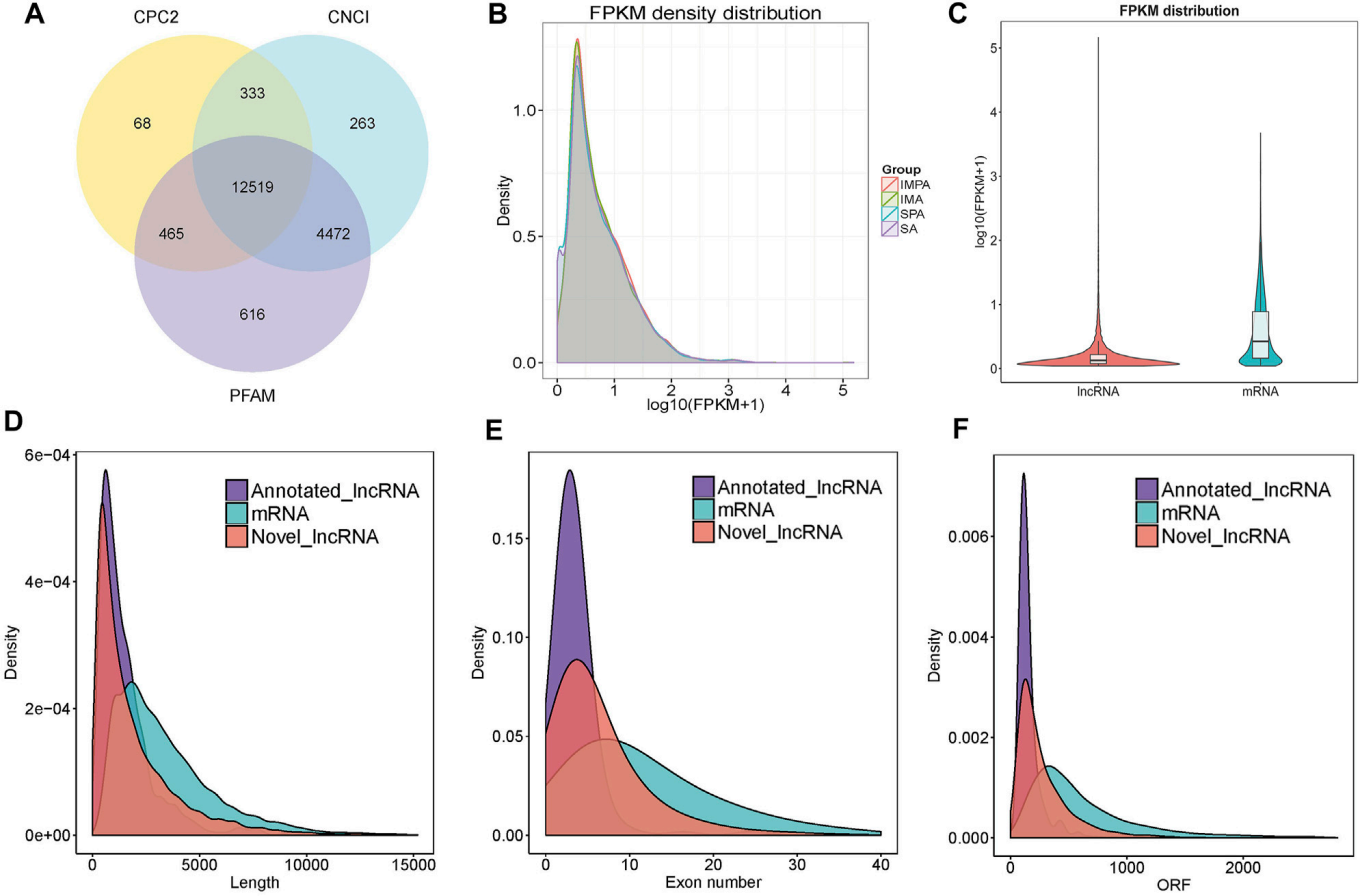
Identification and characterization of lncRNAs in goat, *Capra hircus*. **(A)** Venn diagrams of coding potential analysis by using stringent criteria. Three tools (CPC2, CNCI and PFAM) were employed to analyze the coding potential of lncRNAs. Those simultaneously shared by three analytical tools were designated as candidate lncRNAs and used in subsequent analysis. **(B)** Volcanic maps of differentially expressed RNA. The expression levels of mRNAs and lncRNAs were indicated by log10 (FPKM +1). **(C)** LncRNA, mRNA expression violin graph. The horizontal coordinate is the molecular type, the vertical coordinate is log10 (FPKM+1) and the width of each violin plot reflects the number of points at that expression level. **(D)** Length distribution of mRNAs and lncRNAs, unit of the length is bp. **(E)** Distribution of exon number in the mRNAs and lncRNAs. **(F)** Open reading frame (ORF) length distribution for mRNAs and lncRNAs.

### Characteristics of lncRNAs and mRNAs in Intramuscular and Subcutaneous Adipocytes of Goats Before and After Differentiation

Since most lncRNAs are produced by RNA polymerase II transcription, they have structural features similar to those of mRNAs (Gao et al., 2017). Therefore, in order to observe the characteristics of lncRNAs and the difference between lncRNAs and mRNAs, we compared the length of lncRNAs and mRNAs, including the number of exons, and the open reading frame (ORF). The results showed that most of lncRNAs tended to be shorter in length, and they contained less exons than mRNAs (Figure 2D). Also, the length of ORFs in the lncRNAs was shorter than those of the mRNAs (Figures 2E,F).

### Differentially Expressed lncRNAs and mRNAs in Goat Different Adipocytes

The correlation coefficient can represent the degree of similarity between samples. We found that the data between SPA and SA, and between IMPA and IMA were highly correlated in expression (Figure 3A). 

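R2 was computed between each of the 190 pairs of libraries across the 57378 transcripts on the log10(FPKM + 1) scale; it is a correlation across transcripts, which are not independent replicates. Between IMPA and IMA libraries, R2 lay between 0.898 and 0.916 with a median of 0.904 over 25 pairs. Between SPA and SA libraries, it lay between 0.902 and 0.911 with a median of 0.906 over 25 pairs. Pairs of libraries from the same group ranged from 0.918 to 0.940 with a median of 0.928 over 40 pairs, so each pair within a group was closer than any pair across the stages of a cell type. Without the log scale, the alternative that moved the values most, R2 between IMPA and IMA lay between 0.992 and 0.998. On that scale LNC_010228, with at least 105238 FPKM in every library, largely sets R2, since no other transcript exceeded 7873 FPKM. These values therefore say little about the other transcripts.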

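Between IMA and IMPA, 610 of the 1708 tested lncRNAs had an unadjusted p under 0.05 in limma's test, 176 up-regulated and 434 down-regulated, and 431 of the 1708 had an adjusted p under 0.05, 142 up-regulated and 289 down-regulated. Of the 16706 tested mRNAs, 7160 had an unadjusted p under 0.05 (2590 up-regulated and 4570 down-regulated) and 5578 an adjusted p under 0.05 (2011 up-regulated and 3567 down-regulated). Between SA and SPA, 681 lncRNAs had an unadjusted p under 0.05 (558 up-regulated and 123 down-regulated) and 438 an adjusted p under 0.05 (360 up-regulated and 78 down-regulated). For mRNAs, the numbers were 6040 (3112 up-regulated and 2928 down-regulated) and 4339 (2328 up-regulated and 2011 down-regulated). The 5 values of one stage did not overlap the 5 of the other for 331 lncRNAs (19.4%) and 4425 mRNAs (26.5%) in the intramuscular comparison, and for 346 lncRNAs (20.3%) and 3738 mRNAs (22.4%) in the subcutaneous one, where chance gives 0.794%. The alternative that moved the intramuscular lncRNA count with an unadjusted p under 0.05 most tested all transcripts without a filter on low values, which gave 2641, and the one that moved the count with an adjusted p under 0.05 most kept a mean of at least 0.1 FPKM, which gave 1153. Of the alternatives set before the data were examined, the one that lowered both most put the mapped share of reads into the fit as a covariate. It gave 141 lncRNAs with an unadjusted p under 0.05, 91 up-regulated and 50 down-regulated, of which 82 were among the 610, and 9 with an adjusted p under 0.05. Because the mapped share goes with the stage, this fit may also remove the effect of the stage. In the subcutaneous comparison, a fit without SPA1 and SA5, the pair that lost few reads in filtering, gave 611 lncRNAs and 5797 mRNAs with an unadjusted p under 0.05; the comparison could not be made within that batch, which holds 1 library of each stage.
The 5 mRNAs with the smallest p in the intramuscular comparison were GANAB, MYLPF, MYL1, TNNT3 and TNNT1. The GANAB transcript XM_005699779.3 fell from 34.0 ± 2.86 to 1.59 ± 0.123 FPKM (SD, n = 5 libraries; log2 fold change -3.75, limma adjusted p = 1.2e-09), while the sum over the gene's pair of transcripts fell from 54.7 ± 1.28 to 39.9 ± 1.78 FPKM. MYLPF rose from 1061 ± 47.3 to 4534 ± 135 FPKM, and the log2 fold changes of MYL1, TNNT3 and TNNT1 were 2.68, 2.95 and 2.25. In the subcutaneous comparison, the 5 mRNAs with the smallest p were RRM2, SELENBP1, COL11A1, GREM1 and MAP28. RRM2 rose from 10.7 ± 0.358 to 80.4 ± 5.07 FPKM (SD, n = 5 libraries; log2 fold change 2.80, limma adjusted p = 2.3e-09), COL11A1 and MAP28 rose with log2 fold changes of 1.45 and 1.91, and SELENBP1 and GREM1 fell with log2 fold changes of -0.88 and -1.15.

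**Figure D1:**
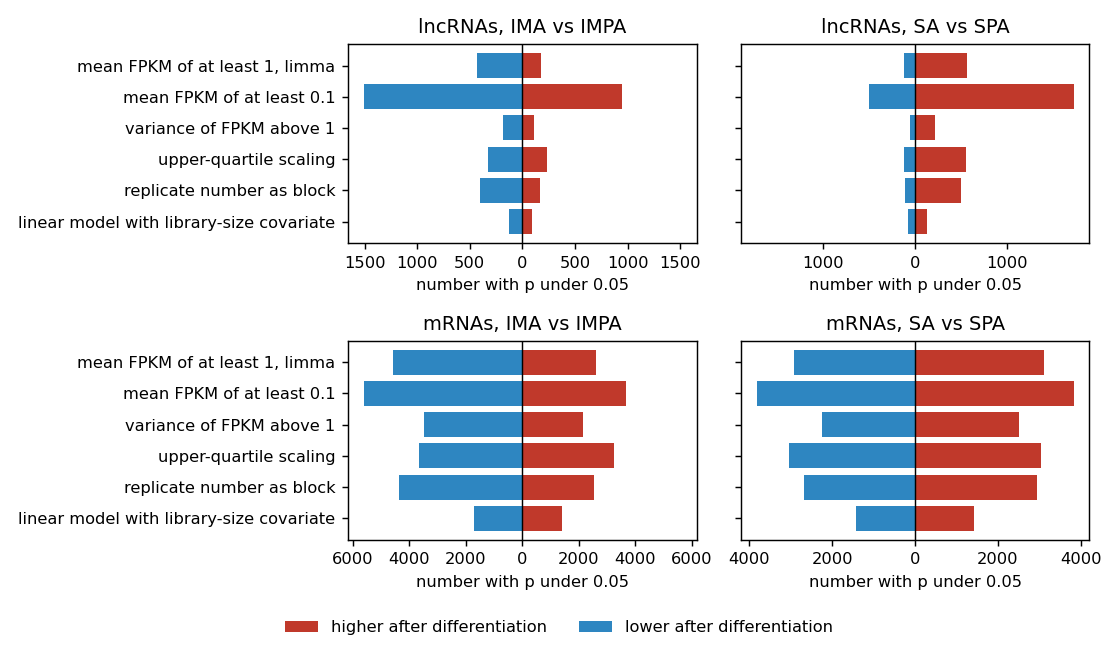
Number of lncRNAs (top) and mRNAs (bottom) with an unadjusted p under 0.05 between IMA and IMPA (left) and between SA and SPA (right), on a linear axis, under 6 settings. Bars to the right of 0 count transcripts higher after differentiation and bars to the left transcripts lower after it; with the first setting, 176 lncRNAs were higher and 434 lower in IMA.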

We found 143 lncRNAs and 33258 mRNAs differentially expressed between IMA and IMPA (73 lncRNAs and 1,378 mRNAs were up-regulated, 70 lncRNAs and 1880 mRNAs were down-regulated), 47 lncRNAs and 1,659 mRNAs differentially expressed between SA and SPA (26 lncRNAs and 825 mRNAs were up-regulated, 21 lncRNAs and 834 mRNAs were down-regulated) (Figure 3B) (Supplements 1, 2, 5, 6). The PCA score plots for each of mRNA and lncRNA showed a high degree of similarity in the same group of samples (Figure 3C). 

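Principal components were computed on log2(FPKM + 1) of the tested transcripts over the 20 libraries. For the 1708 lncRNAs, the first component held 45.9% of the variance and the second 9.09%. The first component parted the cell types, with intramuscular libraries between 10.8 and 18.4 and subcutaneous libraries between -15.8 and -13.9. On it, IMPA (10.8 to 13.9) did not overlap IMA (16.4 to 18.4), nor did SPA (-15.8 to -14.7) overlap SA (-14.5 to -13.9). For the 16706 mRNAs, the first component held 49.5% and the second 7.07%, with IMPA between 45.5 and 51.5, IMA between 65.0 and 67.9, SPA between -61.2 and -58.4 and SA between -56.2 and -53.3 on the first. In each cell type taken alone, the first component also parted the stages. It held 31.7% of the variance of the lncRNAs among the intramuscular libraries and 26.1% among the subcutaneous libraries.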

To further explore the differences in lncRNAs expression between subcutaneous and intramuscular adipocytes at different developmental stages, we performed a clustered heat map on the differentially expressed genes. The results of the cluster analysis showed that distinct lncRNAs expression patterns are associated with the differentiation of both subcutaneous and intramuscular adipocytes in goats (Figure 3D).

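Hierarchical clustering of the 1007 lncRNAs with an unadjusted p under 0.05 in either comparison, divided into 4 clusters, returned the 4 groups with 5 libraries each. These lncRNAs were selected for differing between the stages, so the clustering was also run on all 1708 tested lncRNAs, which were not; its division into 4 clusters was the same, and its division into 2 clusters parted intramuscular from subcutaneous libraries. The direction of the changes differed between classes of lncRNA. Of the intronic lncRNAs with an unadjusted p under 0.05, 60 were up-regulated and 301 down-regulated in IMA, and 430 were up-regulated and 33 down-regulated in SA. Among the annotated lncRNAs, 89 were up-regulated and 97 down-regulated in IMA, and 91 and 72 in SA. With upper-quartile scaling, 114 annotated lncRNAs were up-regulated and 70 down-regulated in IMA. The 3 lncRNAs with the smallest p in the intramuscular comparison rose. XR_001297224.2 went from 4.77 ± 0.246 to 24.0 ± 0.987 FPKM (SD, n = 5 libraries; log2 fold change 2.12, limma adjusted p = 2.0e-09), LNC_001293 from 1.87 ± 0.148 to 7.02 ± 0.367 FPKM (log2 fold change 1.48) and XR_001918022.1 from 0.465 ± 0.122 to 4.03 ± 0.256 FPKM (log2 fold change 1.78). The 3 with the smallest p in the subcutaneous comparison also rose. XR_001297370.2 went from 3.19 ± 0.440 to 14.1 ± 1.79 FPKM (SD, n = 5 libraries; log2 fold change 1.85, limma adjusted p = 1.1e-06), LNC_010017 from 11.2 ± 1.21 to 26.8 ± 1.93 FPKM (log2 fold change 1.19) and LNC_010194 from 1.10 ± 0.235 to 6.12 ± 0.767 FPKM (log2 fold change 1.76). From the cluster analysis, the paper concludes that distinct lncRNA expression patterns go with the differentiation of both kinds of adipocytes.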

**FIGURE 3:**
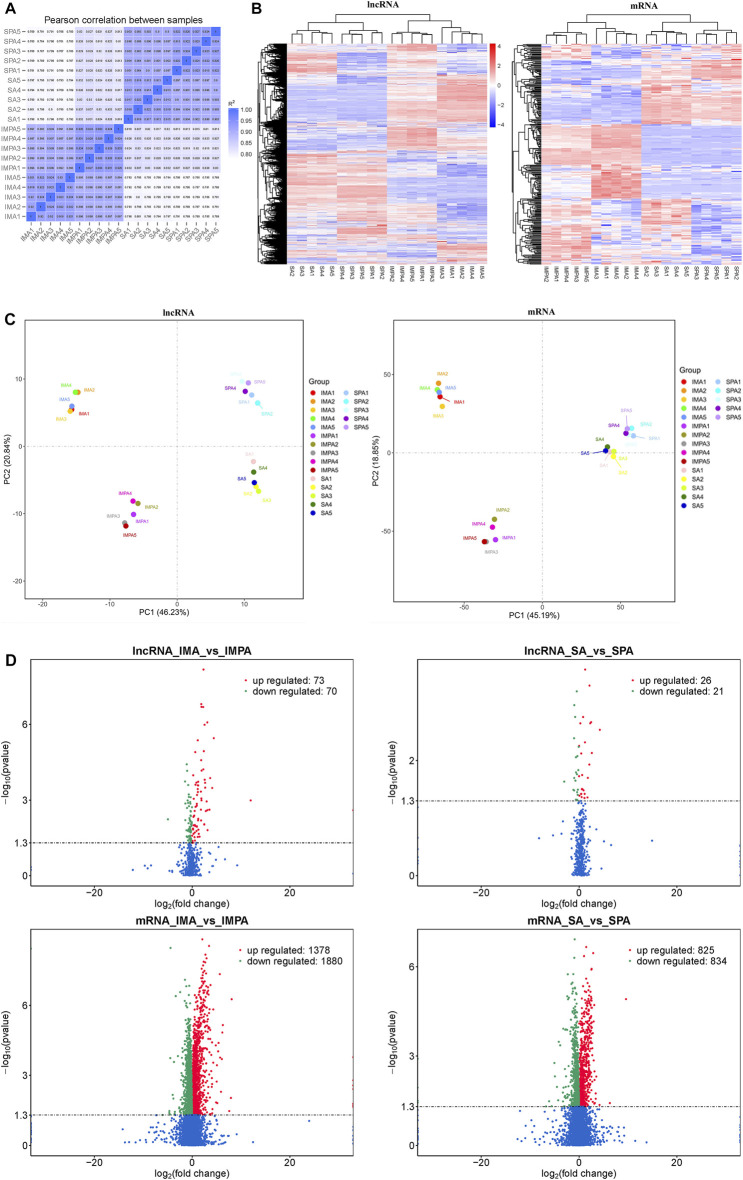
Differentially expressed coding genes and lncRNAs in goat adipocytes between intramuscular and subcutaneous of differentiation (Fold Change ≥2 and P-adjust value ≤ 0.05). **(A)** Representative of the degree of similarity between samples. The correlation coefficient is represented by color; deeper color represents a stronger correlation. **(B)** Clustering analysis of differentially expressed lncRNAs and mRNAs in IMA vs. IMPA and SA vs. SPA. Red means highly expressed genes and blue means low expressed genes. The color is from red to blue, which means log10(FPKM+1) from large to small. **(C)** PCA plots of differentially expressed lncRNAs and mRNAs in IMA vs. IMPA and SA vs. SPA. Scatter plots are drawn using principal component 1 and principal component 2 as the x- and *y*-axes.**(D)** Volcano plot of differentially expressed lncRNAs and mRNAs in IMA vs. IMPA and SA vs. SPA. Green and red represent downregulated and upregulated expression, respectively.

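Transcripts were also counted with an adjusted p under 0.05 from limma's test and a fold change of FPKM + 1 of at least 2. Between IMA and IMPA, 37 lncRNAs (25 up-regulated and 12 down-regulated) and 531 mRNAs (344 and 187) passed. Between SA and SPA, 17 lncRNAs (16 up-regulated and 1 down-regulated) and 491 mRNAs (339 and 152) did. Because of the 1 added to FPKM, these counts leave out some transcripts whose FPKM itself changed more than 2-fold. LNC_008467 had a log2 ratio of group means of 1.164 in the intramuscular cells, but a log2 fold change of 0.98 with the 1 added.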

### Function Prediction of lncRNAs and Corresponding Genes During Intramuscular and Subcutaneous Preadipocyte Differentiation

LncRNAs not only can regulate the expression of neighboring protein-coding genes through a cis mechanism (Bu et al., 2012; Han et al., 2012), but also regulate the expression of genes located on other chromosomes via a trans mechanism (Yang et al., 2016; Cai et al., 2017). In this study, co-expression analysis was used to predict the potential target genes of DELs via a trans mechanism. The absolute value of Pearson’s correlation coefficient was set as greater than 0.95 (Supplement 7). There were 39012 lncRNA-mRNA relationship pairs. 

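Pearson's correlation of FPKM over the 20 libraries was computed between the 1007 lncRNAs with an unadjusted p under 0.05 in either comparison and all mRNAs. An absolute value above 0.95 was reached by 27845 pairs, 20502 of them positive and 7343 negative, which joined 218 lncRNAs to 3288 mRNA transcripts. The libraries fall into 4 separate groups, so no pooled coefficient is given here. Within these groups, with each value taken as its deviation from the mean of its group, 14 of the 27845 pairs passed the same threshold. Without the 1 library in which the lncRNA was highest, 24829 pairs (89.2%) passed it. For 1998 pairs listed in the part of Supplement 7 at hand, the coefficients recomputed from the FPKM values differed from the listed ones by at most 5e-10. Those pairs hold 33 lncRNAs, of which 3 had a mean of at least 1 FPKM. The match is thus of the calculation, and most of these lncRNAs were not among those tested here.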

Among them, LNC_004374, LNC_007272, LNC_010037.

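All 102 lncRNA-mRNA pairs of Table 4 were found in the FPKM tables, and all 102 passed an absolute Pearson correlation of 0.95 over the 20 libraries for at least 1 transcript of the gene, 88 with a positive and 14 with a negative sign. With the gene's most abundant transcript, 54 of the 102 passed. The loss fell on CD36 (3 of 20 passed), FABP3 (10 of 12) and FGFR2 (0 of 29). Because the libraries fall into separate groups, each pair was also examined within them. Within the 10 intramuscular libraries 21 of the 80 pairs with a defined correlation passed the threshold, within the 10 subcutaneous libraries 29 of 84 did, and as deviations from the 4 group means 44 of 102 did. With Spearman's rank correlation, the alternative that moved the number most, 9 pairs passed. A check chosen after the values were seen left out, for each pair, the library in which the lncRNA was highest. The correlation is then undefined for 34 pairs, in which the mRNA transcript (29 pairs of FGFR2) or the lncRNA (5 pairs of CD36) was at 0 in all other libraries, and 51 of the remaining 68 pairs passed. By target gene, this last number was 1 of 15 pairs for CD36, 12 of 12 for FABP3, 4 of 4 for FGF11, 19 of 19 for FOXO6, 3 of 6 for SMAD1, 12 of 12 for TGFB2, while none of the FGFR2 pairs could be computed. For CD36, 15 of the 20 lncRNAs had more than 50% of their FPKM in 1 library, and for FGFR2 28 of 29 did. As deviations from the group means, the pairs that passed were 16 of CD36 and 28 of FGFR2. The 81 different lncRNAs in these pairs were mostly low, and 19 of them reached a mean of 1 FPKM; of these 19, 11 had an unadjusted p under 0.05 in limma's test in either comparison.

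**Figure D2:**
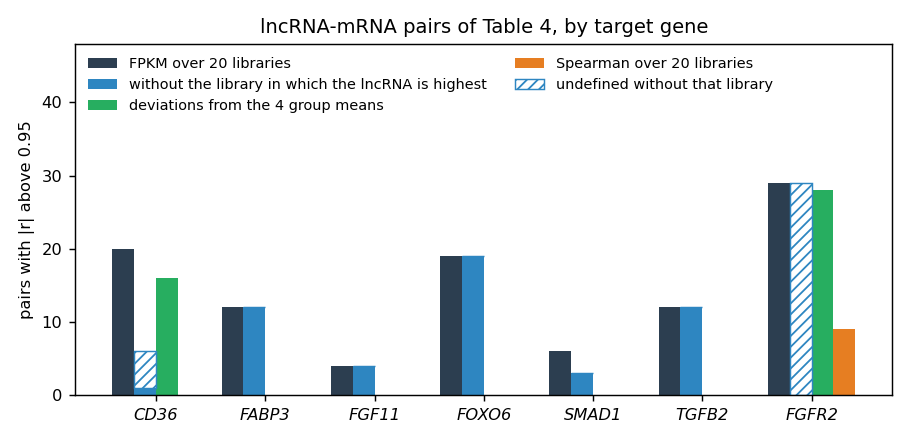
Number of pairs of Table 4, by target gene, with an absolute correlation above 0.95 over the 20 libraries, without the library in which the lncRNA is highest, as deviations from the 4 group means, and with Spearman's rank correlation. Hatched bars are pairs whose correlation is undefined without that library, because the mRNA or the lncRNA is at 0 in all others; they hold all 29 pairs of FGFR2.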

LNC_010037, LNC_004066, LNC_010143 and other lncRNAs can target genes related to adipocyte differentiation or lipid metabolism, CD36 (Lewis, 2006), FABP3 (Nakamura et al., 2013), FGF11 (Lee et al., 2019), FOXO6 (Lee et al., 2019), SMAD1 (Shin et al., 2016), TGFB2 (Takahashi et al., 2019), FGFR2 (Fischer et al., 2017). The results are shown in Table 4.

**TABLE 4:** Expression of some lncRNAs and their associated genes affecting adipogenesis.

Target Gene	Description	lncRNA
*CD*36	CD36 molecule	LNC_004374 LNC_007272 LNC_010037 LNC_004066 LNC_010143
		LNC_003287 LNC_000379 LNC_000462 LNC_005589 LNC_002362
		LNC_011316 LNC_011269 LNC_001565 LNC_006348 LNC_002032
		LNC_000679 LNC_002558 LNC_011971 LNC_009810 XR_001919420.1
*FABP*3	fatty acid binding protein 3	XR_001917639.1 LNC_010010 XR_309714.3 XR_001918356.1
		LNC_005049 LNC_008023 LNC_007295 XR_001919935.1
		XR_001918074.1 LNC_009465 XR_001917605.1 LNC_004888
*FGF*11	fibroblast growth factor 11	LNC_009670 LNC_011765 LNC_011764 LNC_010048
*FOX O* 6	forkhead box O6	XR_001917700.1 XR_001918450.1 XR_001917557.1 XR_001919481.1 XR_001919828.1 LNC_007210 LNC_007370 LNC_006351 LNC_007188 LNC_006638 LNC_009693 LNC_010010 LNC_011790 LNC_002248
		LNC_000560 XR_001917649.1 XR_001918167.1 LNC_006658
		LNC_008810
*SMAD*1	SMAD family member 1	LNC_009792 LNC_007731 LNC_000706 LNC_008467 LNC_006192
		LNC_004878
*TGFB*2	transforming growth factor beta 2	LNC_011039 XR_001917557.1 XR_001917639.1 LNC_007210
		LNC_007370 LNC_010010 LNC_005049 XR_001917649.1
		XR_001918074.1 LNC_000622 LNC_009465 XR_001917605.1
*FGFR*2	fibroblast growth factor receptor 2	LNC_004374 LNC_000260 LNC_007272 LNC_001963 LNC_006095
		LNC_004066 LNC_010140 LNC_001914 LNC_003262 LNC_006919
		LNC_007053 LNC_000379 LNC_006649 LNC_009821 LNC_003963
		LNC_002980 LNC_010402 LNC_011269 LNC_012328 LNC_000820
		LNC_006348 LNC_002032 LNC_009618 LNC_004423 LNC_002558
		LNC_009048 LNC_011971 LNC_009810 LNC_001111

We drew Venn diagrams (Figure 4A) to visualize the number of differential lncRNAs that are common versus unique to the two adipocyte differential differentiation processes. 135 DELs were specific to intramuscular adipocytes, 39 were specific to subcutaneous adipocytes, and 8 DELs were common to both adipocytes. 

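With an unadjusted p under 0.05 in limma's test, 326 lncRNAs differed only in the intramuscular comparison, 397 only in the subcutaneous comparison and 284 in both. Independent lists of these sizes would share 243 of the 1708 tested lncRNAs. Of the 284 shared lncRNAs, 79 changed in the same direction and 205 in opposite directions. Because a list that passes a threshold in 1 comparison alone does not show that the changes differ, the difference was tested as an interaction over the 20 libraries. It had an adjusted p under 0.05 for 604 of the 1708 lncRNAs, of which 126 changed more positively in the intramuscular cells and 478 more positively in the subcutaneous cells. It passed for 177 of the 326 lncRNAs found only in the intramuscular comparison (54.3%), for 199 of the 397 found only in the subcutaneous comparison (50.1%) and for 220 of the 284 shared lncRNAs. Of the alternatives set before the data were examined, a mean of at least 0.1 FPKM raised the overlap most, to 613 lncRNAs, and the library-size covariate of the Ballgown package in an ordinary linear model lowered it most, to 25.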

Through the use of Goseq, we compare the GO classifications of DELs using mRNAs showing a correlated expression. (adjusted *p* < 0.05) (Young et al., 2010). The DELs target genes are enriched in biological process (BP), cellular component (CC) and molecular function (MF) (Table 5). Unique DELs target genes of goat intramuscular adipocytes before and after differentiation are mainly enriched in binding (Figure 4B), and the unique DELs target genes of subcutaneous adipocytes are mainly enriched in glucose metabolism and chemokine (Figure 4C), while the shared DELs target genes are mainly enriched in binding (Figure 4D).

**FIGURE 4:**
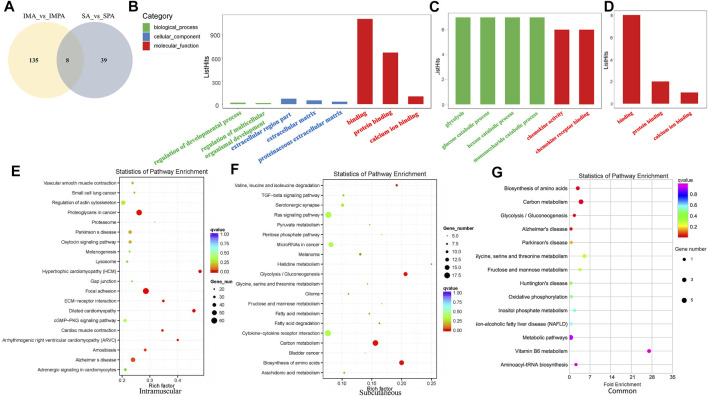
GO and KEGG enrichment analyses of differentially expressed lncRNAs in goat different adipocytes. **(A)** Venny maps of differentially expressed lncRNAs during intramuscular and subcutaneous preadipocyte differentiation. **(B)** Categories of biological processes, cellular components and molecular functions of the target genes of differentially expressed lncRNAs (intramuscular adipocytes). **(C)** Categories of the biological processes and molecular functions of the target genes of differentially expressed lncRNAs (subcutaneous adipocytes). **(D)** Categories of molecular functions of the target genes of differentially expressed lncRNAs (both subcutaneous and intramuscular adipocytes). **(E)** Scatter plot of the top 20 pathways enriched for differentially expressed lncRNAs in intramuscular adipocytes before and after differentiation. **(F)** Scatter plot of the top 20 pathways enriched for differentially expressed lncRNAs in subcutaneous adipocytes before and after differentiation. **(G)** Scatter plot of the top 15 pathways enriched for differentially expressed lncRNAs in both intramuscular and subcutaneous adipocytes before and after differentiation. The abscissa represents the richness factor, and the ordinate represents the enriched pathway terms. The Q-value represents the corrected *p* value.

**TABLE 5:** GO enrichment analysis of the target genes of IncRNAs in intramuscular and subcutaneous adipocytes.

	IMA VS. IMPA	SA VS. SPA	Common
biological process	30	28	0
cellular component	148	0	0
molecular function	1882	12	11

The KEGG annotation results of the differentially expressed target genes of lncRNAs are classified according to the pathway types of the KEGG database. 

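The supplementary mRNA list at hand for the intramuscular comparison is part of the full list and names pathways for its transcripts. Of its 586 mRNAs, 584 were tested here and 541 had an unadjusted p under 0.05 in limma's test, all 584 in the direction the list gives. The members it names for hypertrophic cardiomyopathy were 8 transcripts, of which 6 were higher in IMA, and for dilated cardiomyopathy 8, of which 7 were higher. For focal adhesion, 10 of 11 were higher, for ECM-receptor interaction 10 of 10, and for cardiac muscle contraction 5 of 7. Upper-quartile scaling and quantile normalization changed none of these directions. TNNC1, a member of both cardiomyopathy pathways, rose from 746 ± 55.8 FPKM in IMPA to 2664 ± 68.9 FPKM in IMA (SD, n = 5 libraries; log2 fold change 1.84, limma adjusted p = 9.8e-09). The TPM3 transcript XM_005677462.3 rose from 37.3 ± 2.17 to 414 ± 40.1 FPKM (log2 fold change 3.44, limma adjusted p = 1.8e-09), while XM_005677460.3 of the same gene went from 43.2 ± 8.22 to 33.3 ± 13.1 FPKM (log2 fold change -0.43, limma adjusted p = 0.22). SPP1, a member of the focal adhesion and ECM-receptor interaction pathways, rose from 20.4 ± 2.11 to 37.7 ± 4.95 FPKM (log2 fold change 0.85), and COL5A2 from 389 ± 12.2 to 561 ± 16.4 FPKM (log2 fold change 0.53). These members were picked after their values were seen. All listed mRNAs that name a pathway were counted, whether or not they are targets of a lncRNA. The paper's enrichment is of target genes of the lncRNAs unique to intramuscular adipocytes, so these directions do not describe that set. Enrichment itself was not recomputed, since the lists are incomplete.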

As shown in Figure 4E, the unique DELs target genes of intramuscular adipocytes before and after differentiation are most significantly enriched in hypertrophic cardiomyopathy (HCM), dilated cardiomyopathy, focal adhesion, arrhythmogenic right ventricular cardiomyopathy (ARVC), ECM-receptor interaction, proteoglycans in cancer and cardiac muscle contraction (adjusted *p* < 0.05). In addition, the analyzed genes also was enriched in fat acid metabolism and TGF-beta signaling pathway, which are related to adipocyte formation (Supplement 10). 

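In the same partial list, 5 mRNAs were named for fatty acid metabolism. Here too, the members were not limited to target genes of lncRNAs. HADHB rose from 51.0 ± 1.86 FPKM in IMPA to 61.5 ± 2.95 in IMA (SD, n = 5 libraries; log2 fold change 0.26, limma adjusted p = 0.00064) and HADHA from 84.8 ± 3.21 to 101 ± 2.69 FPKM (log2 fold change 0.25, limma adjusted p = 0.00027). The other members fell, FASN from 4.78 ± 0.444 to 2.44 ± 0.217 FPKM (log2 fold change -0.75, limma adjusted p = 7.3e-05), SCD with a log2 fold change of -0.32 and PPT1 with one of -0.64. Of the 5 mRNAs named for the TGF-beta signaling pathway, TGFB3 rose from 9.41 ± 1.31 to 28.1 ± 2.20 FPKM (log2 fold change 1.49, limma adjusted p = 2.0e-06). DCN fell with a log2 fold change of -0.37 and ID2 with one of -0.38. INHBE and SMAD5 had log2 fold changes of 0.18 and 0.07 with limma adjusted p values of 0.13 and 0.11. The directions were the same with upper-quartile scaling and with quantile normalization.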

The unique DELs target genes of subcutaneous adipocytes before and after differentiation are most significantly enriched in biosynthesis of amino acids, glycolysis/Gluconeogenesis, carbon metabolism, valine, leucine and isoleucine degradation, histidine metabolism, fatty acid degradation, melanoma, fatty acid metabolism (adjusted *p* < 0.05), among which fatty acid degradation, fatty acid metabolism, TGF-beta signaling pathway, PI3K-Akt signaling pathway have a significant impact on the adipogenesis (Figure 4F). 

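The partial supplementary list for the subcutaneous comparison held 600 mRNAs, of which 594 were tested, 505 had an unadjusted p under 0.05 in limma's test and 592 changed in the listed direction. Of the members it names, 3 of 8 were higher in SA for biosynthesis of amino acids, 0 of 4 for glycolysis/gluconeogenesis, 2 of 8 for carbon metabolism, 0 of 5 for valine, leucine and isoleucine degradation, 0 of 2 for fatty acid degradation and 1 of 4 for fatty acid metabolism. It names none for histidine metabolism. These members are listed mRNAs and not only target genes of the lncRNAs unique to subcutaneous adipocytes, to which the paper's enrichment refers. Neither scaling alternative changed a direction. The higher members for biosynthesis of amino acids were CTH, PSAT1 and PSPH, with PSAT1 rising from 47.9 ± 1.57 FPKM in SPA to 123 ± 5.98 in SA (SD, n = 5 libraries; log2 fold change 1.35, limma adjusted p = 1.6e-08). The glycolysis members GAPDH, PKM, PGAM1 and PGK1 fell, with log2 fold changes of -0.42, -0.49, -0.34 and -0.62. For fatty acid degradation, HADHA fell from 169 ± 3.37 to 136 ± 5.57 FPKM (log2 fold change -0.32, limma adjusted p = 3.6e-05) and ACADSB from 29.3 ± 1.54 to 20.6 ± 1.35 FPKM (log2 fold change -0.49, limma adjusted p = 7.4e-05). For fatty acid metabolism, SCD fell from 7.74 ± 0.868 to 3.35 ± 0.503 FPKM (log2 fold change -1.01) and HSD17B12 rose from 18.0 ± 0.430 to 26.9 ± 0.380 FPKM (log2 fold change 0.56). Of the 6 transcripts named for the TGF-beta signaling pathway 3 were higher in SA, and TGFB3 fell from 22.7 ± 1.25 to 11.0 ± 0.796 FPKM (log2 fold change -0.98, limma adjusted p = 1.1e-06). PSAT1, SCD, HSD17B12 and TGFB3 were picked for mention after their values were seen.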

The shared DELs target genes are most significantly enriched in biosynthesis of amino acids, carbon metabolism, glycolysis/gluconeogenesis and alzheimer’s disease (adjusted *p* < 0.05) (Figure 4G).

### Construction of Regulation Networks for Adipocytes in Goats

As to miRNAs analysis, 210 known miRNAs and 95 novel miRNAs were found to have significantly different expression between intramuscular preadipocytes and adipocytes (Supplement 3), 175 known miRNAs and 67 novel miRNAs were found to have significantly different expression between subcutaneous preadipocytes and adipocytes (Supplement 4). Among them, we obtained 146 differentially expressed miRNAs (DEMs) unique to intramuscular adipocytes, 83 (DEMs) unique to subcutaneous adipocytes, and 159 (DEMs) shared by two adipocytes (Figure 5A). After targeted binding prediction, 30,6571 mRNAs (Supplement 9) and 32,029 lncRNAs.

**FIGURE 5:**
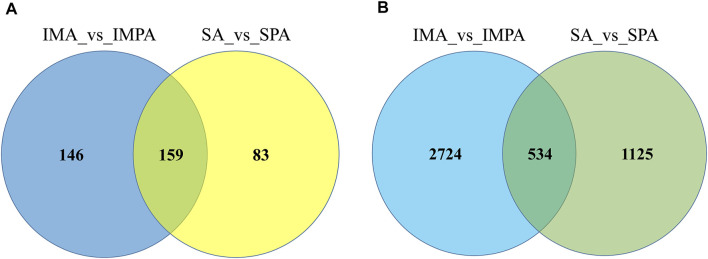
Venny maps of differentially expressed RNAs. Venny maps showing specific miRNAs **(A)** and mRNAs **(B)**, respectively, in intramuscular adipocytes or subcutaneous adipocytes.

32,029 lncRNAs (Supplement 8) were found to have potential targeted binding relationships with DEMs. Combined with the sequenced intramuscular adipocyte-specific 2,724 DEGs and 135 DELs, 6,572 miRNA-mRNA relationship pairs and 1,240 miRNA-lncRNA relationship pairs were obtained (Figure 5B). The 1,125 DEGs and 39 DELs unique to subcutaneous adipocytes were combined to obtain 3,287 miRNA-mRNA relationship pairs and 307 miRNA-lncRNA relationship pairs (Figure 5B). At the same time, the intersection with the shared 534 DEGs and 8 DELs yielded 1,681 miRNA-mRNA relationship pairs and 52 miRNA-lncRNA relationship pairs. 

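For mRNAs with an unadjusted p under 0.05 in limma's test, 3910 differed only in the intramuscular comparison, 2790 only in the subcutaneous comparison and 3250 in both, where independent lists of these sizes would share 2589 of the 16706 tested mRNAs. Of the 3250 shared mRNAs, 1813 changed in the same direction and 1437 in opposite directions. The interaction over the 20 libraries had an adjusted p under 0.05 for 5105 mRNAs, 1936 with the more positive change in the intramuscular cells and 3169 in the subcutaneous cells. It passed for 1812 of the 3910 mRNAs found only in the intramuscular comparison (46.3%), for 1311 of the 2790 found only in the subcutaneous comparison (47.0%) and for 1940 of the shared mRNAs. The miRNA data were not analysed here.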

The lncRNA-miRNA-mRNA interaction network was constructed by Cytoscape software, and the top 20 miRNAs were selected after calculating the degree value of each factor (Table 6). Among them, we found miR-20, miR-194, miR-335, miR-363, miR-200, miR-199, and miR-302 related to fat formation, thereby, we constructed a ceRNA network view. As shown in Figure 6A, the unique lncRNA-miRNA-mRNA network of intramuscular adipocytes includes 30 lncRNAs, six miRNAs and 426 mRNAs, and the lncRNA-miRNA-mRNA network unique to subcutaneous adipocytes includes 8 lncRNAs, four miRNAs and 182 mRNAs (Figure 6B). Whereas, two types of adipocyte-common lncRNA-miRNA-mRNA networks include 1 lncRNA, 1 miRNAs and 26 mRNAs (Figure 6C).

**TABLE 6:** Node degree of mRNA-miRNA-lncRNA regualatory network.

Factor Type	Intramuscular Unique	Degree	Subcutaneous Unique	Degree	Common	Degree
miRNA	chi-novel-miR-174	172	chi-novel-miR-184	92	chi-novel-miR-302	35
miRNA	chi-novel-miR-29	151	chi-novel-miR-183	92	chi-novel-miR-29	34
miRNA	chi-novel-miR-69	126	chi-novel-miR-182	92	chi-novel-miR-69	31
miRNA	chi-novel-miR-68	126	chi-novel-miR-20	63	chi-novel-miR-68	31
miRNA	chi-novel-miR-67	126	chi-novel-miR-302	59	chi-novel-miR-67	31
miRNA	chi-novel-miR-407	115	chi-novel-miR-174	57	chi-novel-miR-174	28
miRNA	chi-novel-miR-207	115	chi-novel-miR-69	57	chi-novel-miR-194	27
miRNA	chi-novel-miR-364	115	chi-novel-miR-68	57	chi-novel-miR-193	27
miRNA	chi-novel-miR-362	114	chi-novel-miR-67	57	chi-novel-miR-51	25
miRNA	chi-novel-miR-20	113	chi-novel-miR-29	54	chi-novel-miR-50	25
miRNA	chi-novel-miR-308	111	chi-novel-miR-335	53	chi-novel-miR-49	25
miRNA	chi-novel-miR-307	111	chi-novel-miR-244	53	chi-novel-miR-48	25
miRNA	chi-novel-miR-306	111	chi-novel-miR-243	53	chi-novel-miR-20	24
miRNA	chi-novel-miR-194	108	chi-novel-miR-407	47	chi-novel-miR-185	24
miRNA	chi-novel-miR-193	108	chi-novel-miR-207	47	chi-novel-miR-184	24
miRNA	chi-novel-miR-335	106	chi-novel-miR-162	46	chi-novel-miR-183	24
miRNA	chi-novel-miR-363	106	chi-novel-miR-194	46	chi-novel-miR-182	24
miRNA	chi-novel-miR-200	94	chi-novel-miR-193	46	chi-novel-miR-4	23
miRNA	chi-novel-miR-199	89	chi-novel-miR-292	46	chi-novel-miR-335	21
miRNA	chi-novel-miR-334	88	chi-novel-miR-4	41	chi-novel-miR-384	20

**FIGURE 6:**
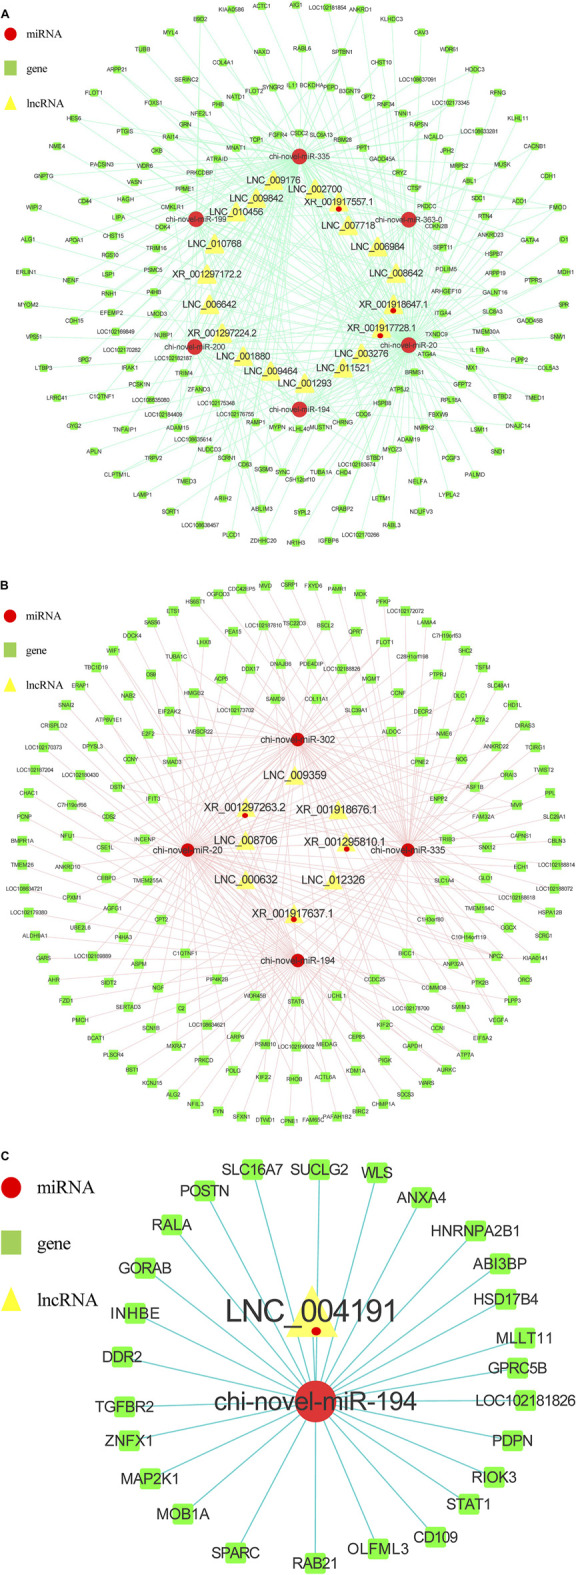
lncRNA–miRNA–mRNA network. **(A)** Regulatory network of intramuscular adipocytes before and after differentiation. Nodes with Closeness Centrality >6.4815E-4 are discarded. Closeness Centrality is the reciprocal of the sum of the shortest paths from a point to all other points, and the larger it is, the shorter the path from that point to all other points and the closer it is to the center in space. **(B)** Regulatory network of subcutaneous adipocytes before and after differentiation. **(C)** There is a common network of intramuscular and subcutaneous adipocytes before and after differentiation.

### Verification of lncRNA Expression Profiles Using qRT-PCR

To verify the reliability of RNA-seq results, seven candidate lncRNAs were randomly selected from the DELs obtained from the screening, and *UXT* was used as an internal reference for qRT-PCR analysis. The results showed that XR_001917557.1, and LNC_004191 were significantly down-regulated in expression during the differentiation of intramuscular adipose tissue. Whereas, the XR_001918647.1, XR_001917728.1 were significantly up-regulated in expression during the differentiation of intramuscular adipose tissue. 

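In the RNA-seq values, XR_001917557.1 fell from 23.8 ± 1.08 FPKM in IMPA to 19.4 ± 1.13 in IMA (SD, n = 5 libraries; log2 fold change -0.28, standard error 0.05, limma adjusted p = 0.0016). LNC_004191 fell from 7.87 ± 1.14 to 4.46 ± 0.805 FPKM in the intramuscular cells (log2 fold change -0.70, standard error 0.12, limma adjusted p = 0.0014). XR_001918647.1 rose from 8.72 ± 1.13 to 14.02 ± 1.3 FPKM (log2 fold change 0.63, standard error 0.09, limma adjusted p = 0.00056). XR_001917728.1, which the files type as miscellaneous RNA, rose from 2928 ± 240 to 3598 ± 130 FPKM (log2 fold change 0.30, standard error 0.06, limma adjusted p = 0.0032), and its direction changed with quantile normalization, to a log2 fold change of -0.39. In the subcutaneous cells, XR_001295810.1 fell from 13.2 ± 1.45 FPKM in SPA to 7.62 ± 0.374 in SA (log2 fold change -0.71, standard error 0.07, limma adjusted p = 6.6e-05). XR_001917637.1 fell from 6.92 ± 0.653 to 5.18 ± 0.414 FPKM (log2 fold change -0.36, limma adjusted p = 0.0060) and XR_001297263.2 from 9.98 ± 0.739 to 7.23 ± 0.375 FPKM (log2 fold change -0.41, limma adjusted p = 0.00047). LNC_004191 rose in these cells from 1.45 ± 0.173 to 5.08 ± 0.820 FPKM (log2 fold change 1.301, standard error 0.10, limma adjusted p = 1.3e-05). For each of these 8 changes, the 5 values of one stage did not overlap the 5 of the other (exact permutation test, p = 0.00794). The change of LNC_004191 differed between the cell types by a log2 value of -2.003 (interaction, limma adjusted p = 9.3e-09). The reference gene UXT had 15.9 ± 1.37 FPKM in IMPA and 13.6 ± 1.25 in IMA (log2 fold change -0.22, limma adjusted p = 0.044), and 12.4 ± 1.41 FPKM in SPA and 10.7 ± 0.944 in SA (log2 fold change -0.20, limma adjusted p = 0.11). Over the 36 tested changes of transcripts the paper names, these included, 30 had an unadjusted p under 0.05, 29 a p adjusted over this list under 0.05 and 25 a p adjusted over all tested transcripts under 0.05.

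**Figure D3:**
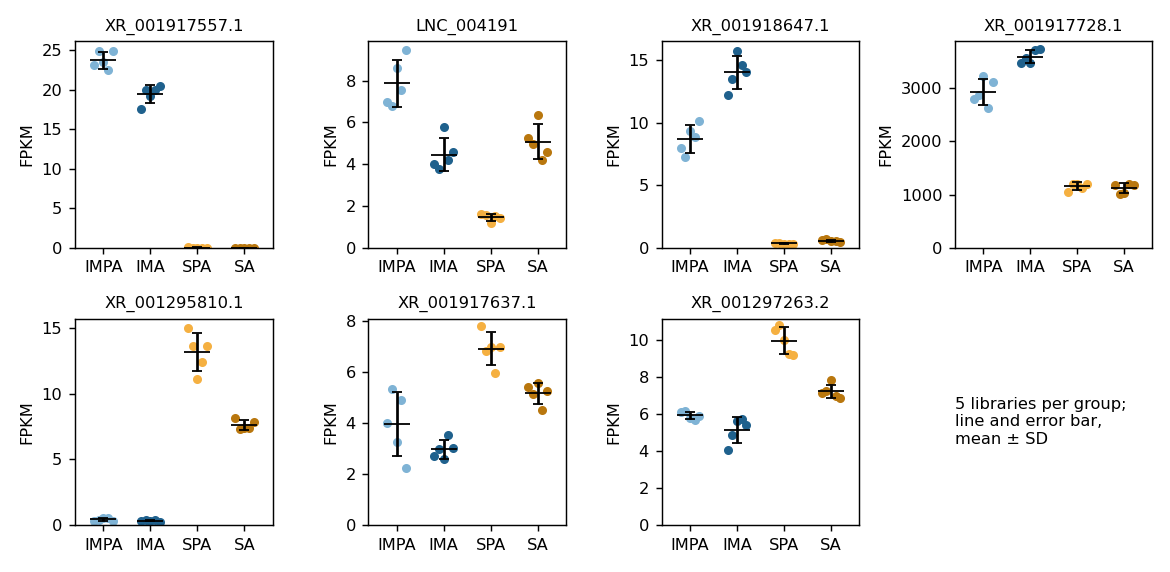
FPKM of the 7 lncRNAs of Table 1 in each library (points) by group, with the mean and SD of 5 libraries. LNC_004191 has a mean of 7.87 in IMPA, 4.46 in IMA, 1.45 in SPA and 5.08 in SA.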

XR_001295810.1, XR_001917637.1 and XR_001297263.2 were significantly down-regulated expression during the differentiation of subcutaneous adipose tissue, and the LNC_004191 was significantly up-regulated expression during the differentiation of subcutaneous adipose tissue, These results were consistent with the trend of RNA-seq, indicating the credibility of the RNA-seq results (Figure 7).

**FIGURE 7:**
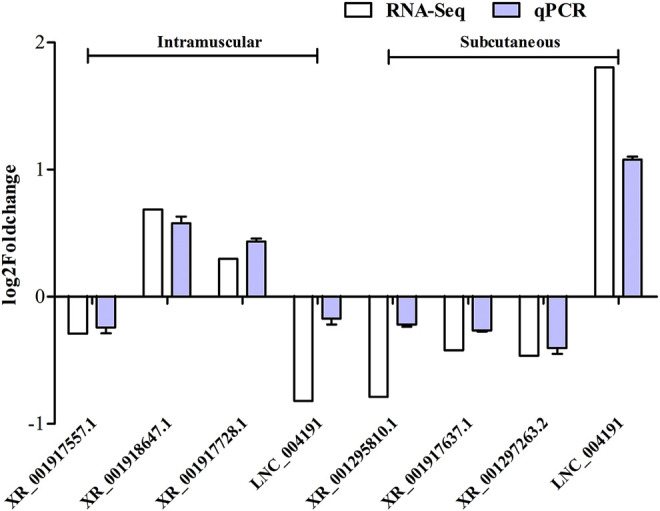
Validation of lncRNAs in intramuscular and subcutaneous adipocytes using RT-qPCR technique. Data were analyzed by the 2^−ΔΔCt^ method where the *UXT* was used as a reference gene. Each column represents the mean ± SE. White bars represent read from RNA-Seq, and blue bars represent the results from qRT-PCR analysis.

## Discussion

The distribution and deposition of adipose tissue in different parts of the body are the key factors affecting carcass quality and meat flavor. Subcutaneous fat mainly affects carcass quality. Intramuscular fat (IMF) is the material basis of marbling, and an important factor affecting meat flavor. A large number of studies have shown that IMF is directly involved in the formation of meat tenderness, juiciness and flavor (Van Laack et al., 2001; Suzuki et al., 2005). Goat is an indispensable animal in China’s agricultural production, and the molecular regulation mechanism of its lipid deposition has not been fully elucidated yet.

LncRNA is a kind of noncoding RNA longer than 200 nt, which has attracted substantial attention in the last few years. Studies have shown that lncRNAs regulate metabolic tissue development and function, including adipogenesis, hepatic lipid metabolism, islet function, and energy balance (Alvarez-Dominguez et al., 2015; Chen et al., 2015; Luan et al., 2015; You et al., 2015; Zhao and Lin, 2015). Despite the fact that many studies have indicated the importance of lncRNAs in different tissues, little is known about their biological function in goat fat deposition, especially in the differentiation of goat intramuscular and subcutaneous preadipocytes. To the best of our knowledge, our study is the first to screen for lncRNAs and mRNAs regulating goat preadipocyte differentiation by sequencing and annotating the transcriptome of intramuscular and subcutaneous preadipocytes. A total of 1,118,110,544 reads were successfully mapped to the goat reference genome assembly. We identified 12,519 lncRNAs. The average sequence length of lncRNAs was shorter than that of mRNAs, and the number of exons was less than that of mRNAs, with the ORF length being shorter than that of mRNAs. Our results indicated that the predicted lncRNAs were shorter with fewer exons than mRNAs, which are in agreement with the those reproted in previous studies (Trapnell et al., 2010; Ran et al., 2016; Wang et al., 2016). 

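Between libraries of different cell types, R2 on the log10(FPKM + 1) scale was lower than within a cell type. It lay between 0.822 and 0.837 for IMPA with SPA, between 0.826 and 0.845 for IMPA with SA, between 0.798 and 0.812 for IMA with SA and between 0.791 and 0.801 for IMA with SPA. Of the 190 pairs of libraries 24 were under 0.8, which were 22 of the 25 pairs of IMA with SPA and 2 of the 25 pairs of IMA with SA. Across mRNAs only, 16 pairs were under 0.8. On log2(FPKM + 0.1) 100 of the 190 pairs were, and with a mean of at least 1 FPKM 100 were. On FPKM without the log 0 were, with a minimum of 0.989, but there LNC_010228 alone largely sets R2.

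**Figure D4:**
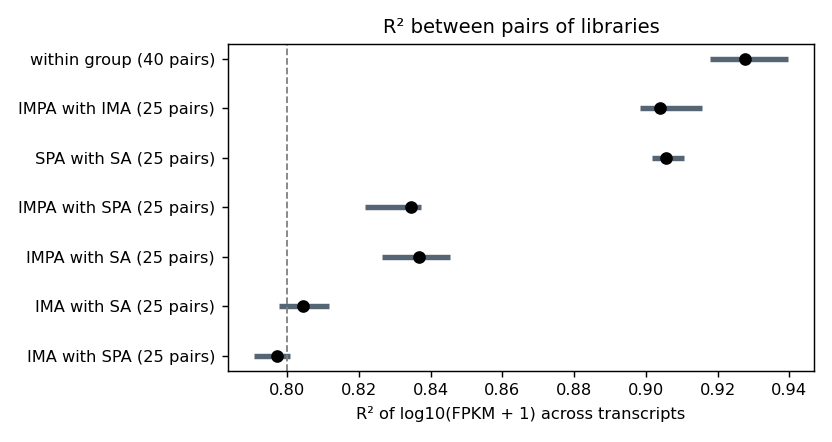
R2 of log10(FPKM + 1) across transcripts between pairs of libraries, by kind of pair, with the range (line) and median (point). The dashed line marks 0.8; pairs of IMA with SPA have a median of 0.797.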

The Pearson correlation (*R* ^2^) of each sample is greater than 0.8, which indicated that our experiment was reliable and the sample selection was reasonable.

LncRNA functions by regulating mRNA. At present, the mechanism of interaction between lncRNA and mRNA is not clear. We predict the biological function of lncRNAs through its co-expression with protein coding genes. Consequently, we found that many target genes of DELs were also differentially expressed in goat intramuscular and subcutaneous preadipocytes. This suggested that lncRNAs may function through complementary target genes, which can play critical roles in the differentiation of goat intramuscular and subcutaneous preadipocytes. 

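Of the 3288 mRNA transcripts joined to a differentially expressed lncRNA by an absolute correlation above 0.95, 2770 were tested, and 2419 of them (87.3%) had an unadjusted p under 0.05 in limma's test in either comparison. Of the 13936 other tested mRNAs, 7531 (54.0%) did. The correlation was computed over the same 20 libraries as the test, so a transcript that follows a lncRNA with different means in the 4 groups differs between groups as well. From the differential expression of the target genes, the paper proposes that lncRNAs function through complementary target genes in the differentiation of the preadipocytes.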

For example, SMAD1 is a target gene of the differentially expressed lncRNAs LNC_009792, LNC_007731, LNC_000706, LNC_008467, LNC_006192 and LNC_004878, and it has been reported to regulate the differentiation of preadipocytes (Shin et al., 2016). These findings suggest that these lncRNAs might be involved in the differentiation of intramuscular preadipocytes by affecting the expression of SMAD1. However, there is no DEGs in the differentiation process of subcutaneous preadipocytes in our selected fat development related genes, so we speculate that the network regulating intramuscular adipogenesis is more complex than subcutaneous fat. 

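SMAD1 (XM_018061574.1, its most abundant of 4 transcripts) rose from 16.5 ± 0.482 FPKM in IMPA to 20.9 ± 0.931 in IMA (SD, n = 5 libraries; log2 fold change 0.32, standard error 0.04, limma adjusted p = 0.00020). LNC_008467, a long intergenic lncRNA, rose from 3.67 ± 0.257 to 8.23 ± 0.593 FPKM (log2 fold change 0.98, standard error 0.06, limma adjusted p = 4.2e-06). LNC_007731, an intronic lncRNA, fell from 1.28 ± 0.0934 to 0.713 ± 0.0754 FPKM (log2 fold change -0.41, standard error 0.07, limma adjusted p = 0.0010). The other lncRNAs had a mean under 1 FPKM over the 20 libraries and were outside limma's test. LNC_009792 rose from 0.458 ± 0.0867 to 0.965 ± 0.162 FPKM, LNC_000706 from 1.44 ± 0.140 to 2.23 ± 0.101 FPKM, LNC_006192 from 0.832 ± 0.108 to 1.31 ± 0.110 FPKM and LNC_004878 from 0.722 ± 0.127 to 1.43 ± 0.0886 FPKM (SD, n = 5 libraries; exact permutation test, p = 0.00794 for each). All 6 lncRNAs passed an absolute correlation of 0.95 with SMAD1 over the 20 libraries, 5 with a positive and 1 with a negative sign. Within the 10 intramuscular libraries, which span both stages, 0 of the 6 pairs passed it, with absolute coefficients between 0.868 and 0.948. Within the 10 subcutaneous libraries, where 1 correlation is undefined, 0 of 5 did. As deviations from the group means 0 of 6 did, and the median coefficient of the deviations was -0.0642. From these correlations and the known role of SMAD1, the paper proposes that the lncRNAs take part in the differentiation of intramuscular preadipocytes by affecting SMAD1 expression.

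**Figure D5:**
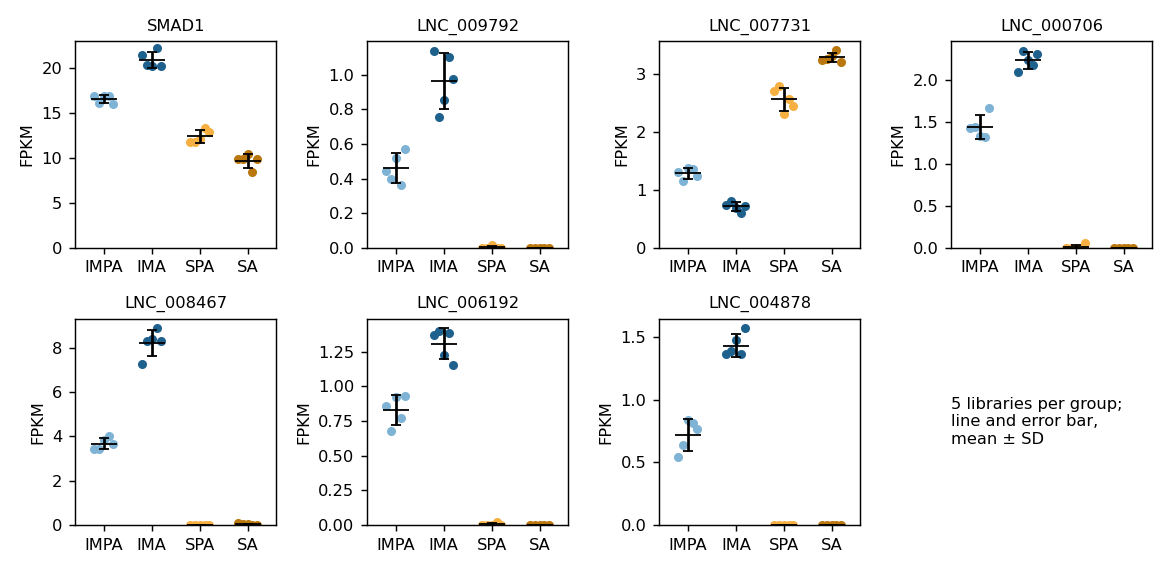
FPKM of SMAD1 and of the 6 lncRNAs paired with it in each library (points) by group, with the mean and SD of 5 libraries. SMAD1 has a mean of 16.5 in IMPA and 20.9 in IMA.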

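Of the 7 target genes of Table 4, 5 were tested with their most abundant transcript, and 2 of them, SMAD1 and FGF11, had an adjusted p under 0.05 between SA and SPA. SMAD1 fell from 12.4 ± 0.703 FPKM in SPA to 9.68 ± 0.780 in SA (SD, n = 5 libraries; log2 fold change -0.32, standard error 0.06, limma adjusted p = 0.0031), a change that differed from the intramuscular one (interaction 0.64, limma adjusted p = 1.0e-06). FGF11 fell from 4.04 ± 0.497 to 1.68 ± 0.580 FPKM (log2 fold change -0.93, standard error 0.15, limma adjusted p = 0.0013), whereas in the intramuscular cells it went from 14.6 ± 2.75 to 16.1 ± 3.92 FPKM (log2 fold change 0.13, limma adjusted p = 0.61). The CD36 transcript NM_001285578.1 was at 0 in every SPA library and at 0.591 ± 0.625 FPKM in SA (log2 fold change 0.58, limma p = 0.039 unadjusted and 0.12 adjusted), while the sum over the gene's 6 transcripts was above 0 in every SPA library and rose from 0.0679 ± 0.0277 to 0.934 ± 0.361 FPKM (exact permutation p = 0.00794). In the intramuscular cells the transcript rose from 0.0921 ± 0.206 to 3.94 ± 0.620 FPKM (log2 fold change 2.19, limma adjusted p = 2.7e-06), with 1 of the 5 IMPA libraries above 0. FABP3 had 1.49 ± 0.525 FPKM in SPA and 1.25 ± 0.296 in SA (log2 fold change -0.14, limma adjusted p = 0.56), and rose from 66.6 ± 8.97 to 94.2 ± 5.77 FPKM in the intramuscular cells (log2 fold change 0.50, limma adjusted p = 0.0015). The TGFB2 transcript XM_018060160.1 was at 0 in every SPA library and at 0.419 ± 0.442 FPKM in SA (log2 fold change 0.45, limma p = 0.040 unadjusted and 0.12 adjusted), while the sum over the gene's pair of transcripts rose from 0.220 ± 0.0412 to 0.791 ± 0.179 FPKM (exact permutation p = 0.00794). FOXO6 and FGFR2 had means under 1 FPKM over the 20 libraries; between SA and SPA the exact permutation p was 0.72 for FOXO6 and 0.063 for FGFR2, whose sum over 13 transcripts fell from 3.57 ± 0.345 to 2.32 ± 0.159 FPKM (SD, n = 5 libraries; exact permutation p = 0.00794). From its selected genes, the paper speculates that intramuscular adipogenesis has a more complex regulating network than subcutaneous fat.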

The higher number of DELs, DEMs and DEGs in IMF than that of subcutaneous fat also supported this, which is consistent with the fact that intramuscular preadipocytes have stronger ability to deposit fat than that of subcutaneous preadipocytes (Chen et al., 2010).

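Of the tested lncRNAs, 35.7% had an unadjusted p under 0.05 in the intramuscular comparison and 39.9% in the subcutaneous comparison, and 25.2% and 25.6% had an adjusted p under 0.05. Of the tested mRNAs, the shares with an unadjusted p under 0.05 were 42.9% and 36.2%, and the shares with an adjusted p under 0.05 were 33.4% and 26.0%. Which comparison held more lncRNAs depended on the setting. With an adjusted p under 0.05 and FPKM + 1 changed at least 2-fold, 37 intramuscular and 17 subcutaneous lncRNA changes passed. With an unadjusted p under 0.05, the numbers were 2450 and 2223 with a mean of at least 0.1 FPKM, 2641 and 2262 without a filter, 291 and 279 with a variance of FPKM above 1 over the 20 libraries, and 221 and 201 with the library-size covariate, whereas they were 651 and 707 without a variance trend and 597 and 652 with a pseudocount of 0.1.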

To explore the similarities and differences of different adipocytes, DELs target genes (IMPA vs. IMA and SPA vs. SA) were subjected to GO and KEGG pathway enrichment analyses. We found that few common term was found between the IMPA vs. IMA and SPA vs. SA comparisons. Several pathways involved in preadipocyte differentiation were previously identified, including the TGF-β signaling pathway (IMF and subcutaneous fat) (Stewart et al., 2010), PI3K/AKT signaling pathway (subcutaneous fat) (Dong et al., 2016), and arachidonic acid metabolism (subcutaneous fat) (Nikolopoulou et al., 2014). For example, the LncRNA GAS5 inhibits lipogenesis in 3T3-L1 cells through the miR-21a-5p/PTEN signaling pathway (Liu et al., 2018). FDNCR1 affects porcine lipogenesis by competitively binding miR-204 to regulate the TGF-β pathway (Zhang et al., 2020). However, for some pathways identified here, their involvement in the goat preadipocyte differentiation process is being reported for the first time. Interestingly, in the pathway analysis, we found that the components of two pathways, fatty acid metabolism (IMF and subcutaneous fat) and fatty acid degradation (subcutaneous fat), which have been reported to be involved in lipid metabolism, and were enriched in the entire process of differentiation of intramuscular and subcutaneous preadipocytes (Wang et al., 2006; Jump, 2011). The common enrichment pathways during differentiation of both adipocytes involve amino acid metabolism, gluconeogenesis and carbohydrate metabolism, suggesting that IMF and subcutaneous fat are largely different in differentiation pathways and lipid metabolism pathways, while there are similarities in communication with other metabolic pathways. In addition to the specific pathways of the two adipocytes, there are also differences in the common components of the two pathways. Just as IMF is enriched in 19 target genes of TGF-β signaling pathway, 8 target genes of fatty acid metabolism, and subcutaneous fat is enriched in 8 and 7 targat genes. Here, we hypothesize that there are differences in the pathways regulating intramuscular and subcutaneous adipose differentiation, and that there are differences in the downstream target genes in the same pathways, which indirectly demonstrates that gene expression is tissue-specific in goats.

To date, many genes have been reported to regulate the differentiation of preadipocytes. However, few studies have been conducted on the roles of lncRNAs in intramuscular and subcutaneous preadipocytes differentiation. The molecular and cellular mechanisms regulating goat preadipocytes differentiation are thus still poorly understood. Here, we constructed a miRNA-lncRNA-mRNA interaction network, and calculated the degree (the number of times each factor interacts with other factors) of each factor through Cytoscape (CentiScaPe (Scardoni et al., 2009)). We selected the top 20 miRNAs in the dgree, and found that miR-20 (Wang et al., 2008), miR-194 (Jeong et al., 2014), miR-335 (Fernandez-Hernando et al., 2011), miR-363 (Chen et al., 2014), miR-200 (Kennell et al., 2008), miR-199 (Shi et al., 2014), and miR-302 (Kim et al., 2014) were related to fat development, and visualized them in Cytoscape. We identified a number of highly connected lncRNAs and mRNAs in the three modules, including the two kinds of adipocytes are unique and common. For example, XM_005693834.3 (ACLY) (Han et al., 2016) and XM_013975359.2 (ANGPT2) (Bae et al., 2020) are unique to IMF, and XM_018056618.1 (MEDAG) (Li et al., 2021) and XM_005678357.3(PLPP3) (Bae et al., 2016) are unique to subcutaneous fat, whereas, XM_018040030.1 (CAPN10) (Patel and Lane, 1999) and XM_018050348.1 (TGFβ1) (Stewart et al., 2010) are shared by the two kinds of preadipocytes in differentiation processes. 

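The ACLY transcript XM_005693834.3 fell from 38.0 ± 2.73 FPKM in IMPA to 27.7 ± 2.13 in IMA (SD, n = 5 libraries; log2 fold change -0.44, standard error 0.06, limma adjusted p = 0.00062). It went from 22.3 ± 9.54 in SPA to 10.4 ± 8.03 in SA (log2 fold change -1.06, standard error 0.51, limma adjusted p = 0.17), where SPA2 and SA2 lay far from their groups, at 5.28 and 24.7 FPKM. The sum over the 5 ACLY transcripts was 28.9 ± 2.35 FPKM in SPA and 26.2 ± 3.08 in SA. Without SPA2, the subcutaneous log2 fold change of the transcript was -1.49 (limma adjusted p = 0.019), the only 1 of 10 fits without 1 library that passed. The highest adjusted p among these fits was 0.288. The test of a difference between the intramuscular and subcutaneous changes, which includes SPA2 and SA2, did not pass (interaction 0.62, limma adjusted p = 0.42). ANGPT2 fell from 4.54 ± 0.464 to 2.20 ± 0.262 FPKM in the intramuscular cells (log2 fold change -0.79, standard error 0.09, limma adjusted p = 0.00012), had under 0.05 FPKM in every subcutaneous library, and its changes differed (interaction -0.79, limma adjusted p = 9.1e-06). MEDAG fell from 352 ± 14.6 FPKM in SPA to 194 ± 13.6 in SA (log2 fold change -0.86, standard error 0.05, limma adjusted p = 1.4e-06). In the intramuscular cells MEDAG rose from 55.6 ± 8.33 to 78.9 ± 11.6 FPKM (log2 fold change 0.50, limma adjusted p = 0.012; interaction 1.36, limma adjusted p = 4.1e-07). PLPP3 went from 37.1 ± 3.01 FPKM in SPA to 33.0 ± 1.82 in SA (log2 fold change -0.16, limma adjusted p = 0.065) and from 4.70 ± 0.822 in IMPA to 3.51 ± 0.896 in IMA (log2 fold change -0.35, limma adjusted p = 0.11), and no difference between these changes was found (interaction -0.18, limma adjusted p = 0.45). The subcutaneous change of PLPP3 had a limma adjusted p of 0.042 with upper-quartile scaling and 0.018 with quantile normalization. CAPN10 fell in both, from 13.4 ± 0.839 to 8.09 ± 0.571 FPKM (log2 fold change -0.67) and from 16.6 ± 0.964 to 10.8 ± 0.997 FPKM (log2 fold change -0.57). The transcript XM_018050348.1, which the files list under the symbol TGFBI, rose from 149 ± 5.96 to 256 ± 3.16 FPKM in the intramuscular cells (log2 fold change 0.77, limma adjusted p = 8.8e-08) and fell from 780 ± 22.6 to 436 ± 36.6 FPKM in the subcutaneous cells (log2 fold change -0.84, limma adjusted p = 3.8e-06). The most abundant transcript listed under TGFB1, XM_018061650.1, rose from 1.78 ± 0.176 to 2.82 ± 0.606 FPKM in the intramuscular cells (log2 fold change 0.44, limma adjusted p = 0.017) and went from 0.930 ± 0.139 to 0.987 ± 0.0594 FPKM in the subcutaneous cells (log2 fold change 0.04, limma adjusted p = 0.64).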

Seven DELs from the IMF vs. subcutaneous fat comparison were validated by qRT-PCR technique and the results were in excellent generally agreement with the RNA-seq findings. This suggests that our RNA-seq findings are reliable. Triangles miRNA-mRNA-lncRNA should be represented by a gene expression negatively correlated between miRNA-mRNA and miRNA-lncRNA and a positively correlated between lncRNA and mRNA as discussed in a pure sponge prediction module (Paci et al., 2014). Therefore, we constructed several examples of a pure sponge module based on qPCR-validated lncRNAs (Figure 8). Some notable phenomena such as: it is expected that both XR_001917637.1 and XR_001297263.2 should be upregulated in subcutaneous adipocytes to promote the expression of PLPP3 and MEDAG, yet both lncRNAs are actually downregulated in subcutaneous adipocytes. This phenomenon suggests that the triangle of miRNA-mRNA-lncRNA is a complex regulatory network, with negatively correlated gene expression between miRNA-lncRNAs or positively correlated gene expression between lncRNA-mRNAs contributing to this difference in final outcome. Our next experimental plan is to investigate the interactions between mRNA, lncRNA, and miRNA.

**FIGURE 8:**
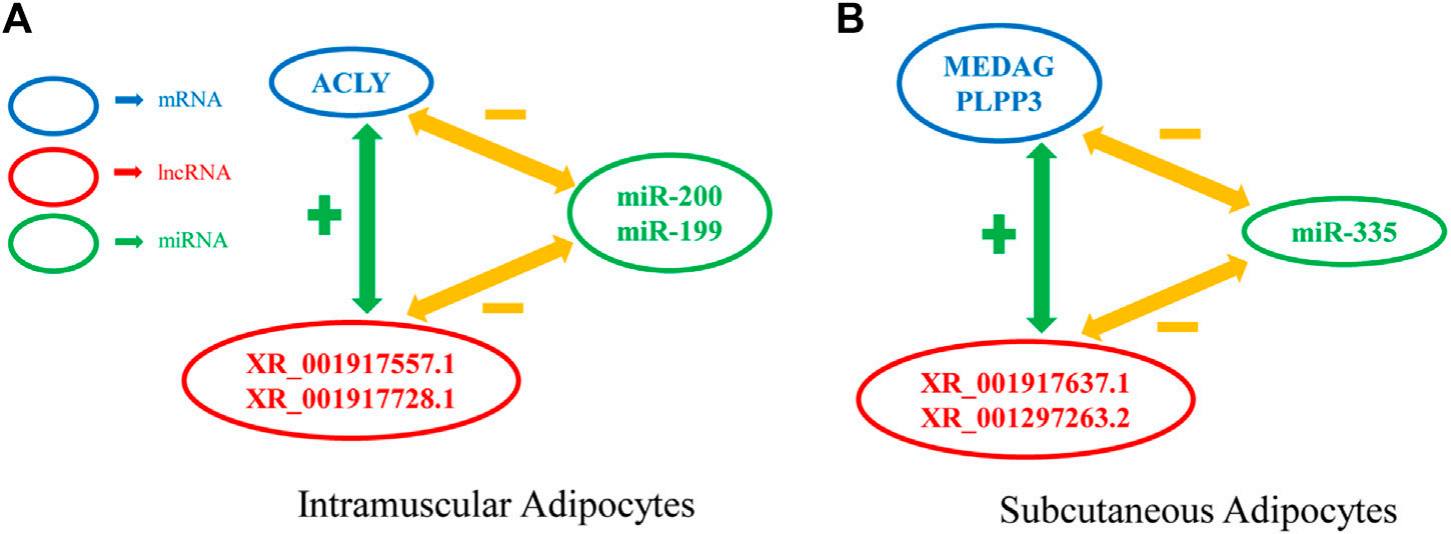
Example of a pure sponge prediction module. **(A)** A pure sponge prediction module extracted from intramuscular adipocytes network. **(B)** A pure sponge prediction module extracted from intramuscular adipocytes network.

In conclusion, we first generated the expression profiles of lncRNAs from intramuscular and subcutaneous adipocytes of Jianzhou Daer goat (IMA vs. IMPA and SA vs. SPA) based on RNA-Seq technique. We found that the number of lncRNAs regulating IMF differentiation was more than that of subcutaneous adipocytes. Our results suggest that those lncRNAs might play important roles in adipocyte differentiation. Collectively, this study takes the first step toward understanding the molecular mechanisms underlying variations in goat adipogenesis. Also, our results provided a theoretical basis for molecular breeding to improve the meat quality in goats.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186988 GEO accession: GSE186988.

How the deposited data were processed for this re-analysis (not part of the article)

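RNA from goat intramuscular and subcutaneous preadipocytes (IMPA, SPA) and from the adipocytes obtained after 3 days of induction (IMA, SA) was sequenced by the authors in 20 libraries, 5 per group. The deposited values are FPKM per transcript, which the authors calculated with StringTie and Ballgown from reads aligned to the goat genome, in separate tables for annotated lncRNAs, newly assembled lncRNAs and mRNAs. Nothing was realigned or counted again. No counts were given, so the number of fragments behind a value is unknown, and a value at 0 cannot be told apart from one below the depth of its library. The FPKM sum of a library ranged from 527426 to 596669, and between 36930 and 43314 of the 57378 transcripts were above 0 in a library. Read numbers, mapped shares and GC content per library were taken from the paper's Tables 2 and 3.

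Libraries were grouped by cell type and stage. Groups share replicate numbers, but the paper's text does not name the goat behind each number, so no library was paired in the tests. Values were used as log2(FPKM + 1), without further scaling. Transcripts with a mean of at least 1 FPKM over the 20 libraries were tested, 18414 in all. IMA was compared with IMPA and SA with SPA, each in a fit of 10 libraries, with a linear model and moderated variances with a trend in limma 3.58.1 under R 4.3.3. The interaction of stage and cell type was fitted over the 20 libraries. P values were adjusted by the Benjamini-Hochberg method over lncRNAs and mRNAs together, and adjusted p values quoted for single transcripts come from limma. Single values, scores and library measures were compared with two-sided exact permutation tests over the 252 divisions of 10 libraries, whose smallest p is 0.00794, and differences of marker score changes between cell types with 9999 permutations. R2, principal components, clusters and correlations were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. An absolute Pearson correlation above 0.95 over the 20 libraries was taken as co-expression, as in the paper's methods. Because the libraries fall into separate groups, pairs were also counted within each cell type and as deviations from the group means. Scores of marker genes (skeletal muscle, adipocyte, proliferation, housekeeping) are means of log2(FPKM + 1) with the transcripts of a gene summed. The lists of markers were written before the FPKM values were seen but after the paper's supplementary lists had been read. In those lists, muscle genes (MYLPF, TNNT3, TNNC1) and cell-cycle genes (NUSAP1, KIF11) stood among the smallest p values. The muscle and proliferation scores, which hold these genes, are therefore not independent of that pattern.

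Transcripts named in the text are those the paper names and, in each comparison, the 5 mRNAs and the 3 lncRNAs with the smallest p among those with an adjusted p under 0.05 and no overlap between the groups. For a gene that the paper names without a transcript, the transcript with the highest mean FPKM over the 20 libraries was used, except in the pairs of Table 4, where any transcript could pass. Other transcripts and genes singled out from a longer list, such as pathway members and marker genes, were chosen after their values were seen.

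Alternatives were a minimum mean of 0.1 FPKM, no filter, a variance of FPKM above 1, a pseudocount of 0.1, upper-quartile scaling, quantile normalization, an ordinary linear model with the library-size covariate of Ballgown, a fit without the variance trend, all 4 groups in the fit, the replicate number as a block, the mapped share of reads as a covariate, FPKM summed per gene, adjustment within each class, and leaving out each library in turn or SPA1 and SA5 together. A variance above 1 over the 10 libraries compared, joined to the ordinary linear model with or without the covariate, was added after the data had been seen, as was leaving out the library in which a lncRNA was highest. The steps were tested on simulated data with 200 changed transcripts per comparison. Of the transcripts with a true log2 change of 0.5, 1 and 2, 64.8%, 83.3% and 92.8% had an adjusted p under 0.05 with the intramuscular spread, and 55.4%, 73.6% and 95.2% with the subcutaneous spread. Of 18214 unchanged transcripts, 8 and 9 did. The changed transcripts were drawn from those with a mean log2(FPKM + 1) above 2, and the noise was independent for each transcript. The rates therefore do not cover lower levels, library effects shared by many transcripts, or a share of changed transcripts as large as that called here.

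Left out were the miRNA libraries and the qPCR measurements, which are not analysed here, and the enrichment tests, because the supplementary lists at hand are incomplete and the gene sets were not used here.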

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

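The tests of scaling for the lncRNA and mRNA leans, of the read-filter batch, of exchanged labels, of carried-over intramuscular RNA, of muscle cells in the SPA1 dish and of the ACLY transcripts were chosen only after the result was seen; the others were set before it.

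In 8 of 160 groups of 5 libraries (5%), 1 library lay far from the other 4 by Dixon's ratio, where chance gives about 1 in 20, or 8. CD36 transcript NM_001285578.1 was at 0.4606 FPKM in IMPA5 and at 0 in the other IMPA libraries, although the sum over the gene's 6 transcripts was above 0 in all 5 (0.1579 to 0.4696). FOXO6 was at 0.9649 FPKM in IMA1 (others 1.584 to 1.787) and at 0.02521 in SA4 (others at 0). ANGPT2 was at 1.746 FPKM in IMA3 (others 2.238 to 2.388) and TGFB1 at 2.093 in IMPA5 (others 1.657 to 1.741). Where the other 4 values are 0, as for CD36 in IMPA5 and FOXO6 in SA4, any value above 0 has a ratio of 1, so the rate of 1 in 20 does not apply to them. No technical or biological explanation was tested for these 5 values.

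ACLY transcript XM_005693834.3 was at 5.28 FPKM in SPA2 (others 26.22 to 27.12) and at 24.65 in SA2 (others 5.89 to 7.827), again far from the other 4 libraries. Transcript XM_005693833.3 of the gene had the opposite pattern, 18.6 FPKM in SPA2 and 3.63 in SA2, and the gene sums, 24.71 FPKM in SPA2 and 28.49 in SA2, lay within the range of the other subcutaneous libraries of both stages, 23.63 to 30.46. The sum in SPA2 was below those of the other SPA libraries, 29.31 to 30.16. Reads assigned to another transcript of the gene are a candidate explanation for most of the pattern of the transcripts, but not for the lower sum in SPA2, for which no explanation was tested. An exchange of the libraries was weighed too, but the proliferation score of SPA2 was 2.7292, near the other SPA libraries (2.68 to 2.82) and not the SA libraries (mean 4.36). A variant carried by a donor with number 2 would be likely to move SPA2 and SA2 the same way, whereas they lay on opposite sides of their groups; whether same-numbered libraries share a donor is not stated.

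The skeletal muscle score was 1.087 in SPA1, against 0.5028 to 0.5405 in the other SPA libraries. The paper does not report genes restricted to the intramuscular cells. The 99 genes with a mean of at least 10 FPKM in the intramuscular libraries and at most 1% of it in the subcutaneous libraries had a median of 0.2163% of their intramuscular level in SPA1 and 0.0605% in SA5, against 0.00181% to 0.0288% in the other 8 subcutaneous libraries. SPA1 and SA5 are the subcutaneous libraries that lost few reads in filtering, like the intramuscular libraries. For the 84 of these genes outside the muscle list, 1 of the 45 pairs of subcutaneous libraries was as high (exact p = 0.0222). In SPA1, the ratio of the muscle list divided by that of the other restricted genes was 0.996. Intramuscular reads or RNA carried into libraries of the same batch may account for the pattern; this is a hypothesis found and tested on the same libraries. Muscle or other intramuscular cells in these dishes are a biological explanation that could give the same values, since the other restricted genes may be expressed in those cells too.

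The changes of 604 lncRNAs and 5105 mRNAs differed between the cell types (interaction, limma adjusted p under 0.05). In 1 of 100 regroupings of the stages within each cell type, the real one, as many lncRNAs did, and in 1 of 100 as many mRNAs did. The next highest numbers were 341 and 3619. Each difference below is the log2 change in the intramuscular cells minus that in the subcutaneous cells, with 5 libraries per group. Among transcripts the paper names, it was -0.2616 for XR_001917557.1, -2.003 for LNC_004191, 0.4122 for XR_001918647.1, 0.3515 for XR_001917728.1, 0.6153 for XR_001295810.1, 1.608 for CD36, 0.6384 for FABP3, 1.061 for FGF11, 0.6419 for SMAD1, -0.6819 for LNC_007731, 0.9388 for LNC_008467, -0.7912 for ANGPT2, 1.358 for MEDAG, 1.615 for TGFBI and 0.398 for TGFB1. The adjusted p values ran from 1.522e-12 (TGFBI) to 0.0335 (TGFB1). The test did not pass for XR_001917637.1 (0.0758), XR_001297263.2 (0.232), UXT (-0.0175), TGFB2 (-0.237), ACLY (0.617), PLPP3 (-0.183) and CAPN10 (-0.0941). Their limma adjusted p values for the interaction ran from 0.0796 (XR_001297263.2) to 0.930 (UXT). For XR_001917728.1, the intramuscular change itself reversed with quantile normalization. These differences are of log2(FPKM + 1), where the 1 added shrinks changes of low values. XR_001918647.1 was at 0.29951 to 0.39931 FPKM in SPA and at 0.46188 to 0.66307 in SA. XR_001918647.1 thus rose in both cell types, and its 0.4122 does not show a different relative change. XR_001917557.1, LNC_008467 and ANGPT2 reached at most 0.066157, 0.081865 and 0.043101 FPKM in the subcutaneous libraries. Their differences therefore rest on the intramuscular change. Among the transcripts with the smallest p, the difference was -3.702 for GANAB, 2.379 for MYLPF, 2.793 for MYL1, 2.854 for TNNT3, 2.303 for TNNT1, 2.11 for XR_001297224.2, 1.287 for LNC_001293, 2.243 for XR_001918022.1, -3.419 for RRM2, 0.5978 for SELENBP1, -1.753 for COL11A1, 0.6408 for GREM1, -1.396 for MAP28, -1.802 for XR_001297370.2, -1.355 for LNC_010017 and -2.283 for LNC_010194. Their adjusted p values ran from 2.428e-13 (RRM2) to 0.0128 (GANAB). The mapped share of reads changed with the stage by -31.0 percentage points in the intramuscular cells and by -5.23 in the subcutaneous cells, and its part in these differences was not tested.

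The 5 mRNAs and 3 lncRNAs with the smallest p in each comparison lie outside those the paper discusses. In the intramuscular comparison, the log2 fold changes were -3.7541 (GANAB), 2.0953 (MYLPF), 2.6776 (MYL1), 2.9484 (TNNT3), 2.2537 (TNNT1), 2.1175 (XR_001297224.2), 1.4839 (LNC_001293) and 1.7808 (XR_001918022.1). In the subcutaneous comparison, they were 2.7979 (RRM2), -0.87885 (SELENBP1), 1.4492 (COL11A1), -1.1489 (GREM1), 1.9125 (MAP28), 1.8498 (XR_001297370.2), 1.1916 (LNC_010017) and 1.762 (LNC_010194). In each case the 5 libraries of one stage did not overlap those of the other, which was a condition of the choice and so not a test. For GANAB, the log2 difference of the gene sum was -0.4467, and the other transcript rose from 20.66 to 38.28 FPKM, so reads moved between transcripts of the gene are a candidate explanation for most of the fall; a switch of isoforms in the cells would look the same.

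The skeletal muscle score rose by 1.669 in IMA, with 23 of 24 genes higher (MYOD1 was lower), and the change differed from the subcutaneous one by 1.792 (permutation p = 0.0001, the smallest that the permutations can give). With upper-quartile scaling the rise was 1.736, so the scaling of FPKM did not account for it. The muscle genes varied together between libraries of a group, with a mean pairwise correlation of 0.2989 against at most 0.162 in 1000 random sets of genes (0.4092 within the intramuscular groups). Muscle cells mixed into the dishes in varying amounts may account for the level, and a muscle programme shared by the cultured cells would give the same correlation. The log2 changes with the stage ran from -0.7068 (MYOD1) to 3.451 (TNNI2), so a larger amount of unchanged muscle cells alone would not account for the rise.

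The proliferation score rose by 1.589 in SA, with 29 of 29 genes higher, and the intramuscular change was lower by 1.914 (difference -1.914, permutation p = 0.0001, the smallest possible). Like the muscle list, its gene list was written after such genes had been seen among the paper's smallest p values, so neither score is an independent test. With upper-quartile scaling the rise was 1.584. Exchanged SPA and SA labels were weighed: the adipocyte score was higher in SA by 0.08406 (exact permutation p = 0.00794), the direction the labels give, but only 10 of 19 genes were higher, so this check is weak. The mapped share of reads fell more in the intramuscular cells, where the proliferation score changed by -0.3245 with 4 of 29 genes higher, so a fall of the mapped share alone would not give opposite changes. More dividing cells in SA remain a hypothesis. The housekeeping score differed in its change by 0.06113 (permutation p = 0.0062). With upper-quartile scaling its change was -0.01158 in IMA (-0.08022 without) and -0.1501 in SA (-0.1413 without), so the changes lay further apart and scaling did not account for the difference; no other explanation was tested.

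LNC_010228 held 25.77% of the FPKM sum on average, a signal the paper does not report. Its share was lower in IMA than in IMPA, by -4.908 percentage points (exact permutation p = 0.0238), which is opposite to what would press down the other transcripts in IMA. The mRNA calls leaned to lower values in IMA, with 36.17% up-regulated, and with upper-quartile scaling 47.2% were. Such scaling moves all transcripts alike, so it changes that share whatever the cause, and an effect of scaling could not be separated from a change in the cells. The lncRNA calls leaned to higher values in SA, with 81.94% up-regulated and 81.36% with upper-quartile scaling, which moved the median of all transcripts by only -0.004973. The mRNA calls in SA were near balance (3112 up, 2928 down), which a factor common to all transcripts of a library would not leave so. Intronic lncRNAs rose more than annotated lncRNAs, by 0.202 (exact permutation p = 0.00794), but 430 of the 558 lncRNA calls higher in SA are intronic, so this difference restates the lean. More intronic or unspliced RNA in the SA libraries remains a hypothesis without an independent test.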

How the results depend on the processing

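The alternatives were set before the data were examined, except both fits with a variance of FPKM above 1 over the 10 libraries compared, the omission of the library in which a lncRNA was highest and the omission of LNC_010228, which were chosen after seeing the data. The tests of the covariates, of the read-filter batch and of a single library behind a correlation were chosen only after the result was seen. The cause of a change was not tested unless a value below shows it.

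Counts are given for lncRNAs with p under 0.05 and adjusted p under 0.05 in this order; the intramuscular counts were 610 and 431 and the subcutaneous counts 681 and 438. With a mean FPKM of at least 0.1, they were 2450 and 1153, and 2223 and 835; with no filter on low values, 2641 and 1050, and 2262 and 701; with a variance of FPKM above 1 over the 20 libraries, 291 and 233, and 279 and 211. The interaction counts of lncRNAs (604) were 1544, 1450 and 275 with these filters. The overlap of lncRNAs (284) was 613 with a mean FPKM of at least 0.1 and 144 with the variance filter. These filters change how many lncRNAs are tested.

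With the library-size covariate in an ordinary linear model, 221 and 28 lncRNAs and 3091 and 569 mRNAs passed in the intramuscular comparison, 201 and 23 lncRNAs and 2845 and 818 mRNAs in the subcutaneous comparison, and 80 lncRNAs and 1278 mRNAs in the interaction. The overlap was 25 lncRNAs and 685 mRNAs. With the mapped share of reads as covariate, 141 and 9 lncRNAs and 2283 and 294 mRNAs passed in the intramuscular comparison; of those with p under 0.05, 82 of the 141 lncRNAs and 1460 of the 2283 mRNAs were among those reported, and 64.54% of the lncRNAs were up-regulated. The covariate was correlated with the stage (-0.9159 intramuscular, 0.906 subcutaneous), and so was the mapped share (-0.9583), so a fit with either may remove the effect of the stage together with that of the library. Of the transcripts with adjusted p under 0.05 beside the mapped share, all 9 lncRNAs and 252 of the 294 mRNAs were among those reported, so these passed with the mapped share in the fit. With the variance above 1 over the 10 libraries and the covariate, 136 and 71 lncRNAs and 3028 and 1717 mRNAs passed in the intramuscular comparison, 69 and 12 lncRNAs and 1938 and 743 mRNAs in the subcutaneous comparison, with an overlap of 13 and 583. Without the covariate, that filter gave 215 and 190 lncRNAs, and 221 and 174 lncRNAs and 3932 mRNAs with p under 0.05 in the subcutaneous comparison. With adjusted p values, the overlap was 154 lncRNAs and 2058 mRNAs.

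Of 253 counts under the alternatives, 211 were within 1.5 times the count reported. Scaling changed the split into up- and down-regulated transcripts. In the intramuscular comparison, 28.85% of the lncRNAs with p under 0.05 were up-regulated, and 41.32% (231 up, 328 down) with upper-quartile scaling and 41.58% (237 up, 333 down) with quantile normalization. For mRNAs, the share went from 36.17% to 47.2% (3253 up, 3639 down) and 44.15%. In the interaction, the share of mRNAs went from 37.9% to 48.8% (2396, 2514) and 48.9% (2420, 2529). Across the fits that each left out 1 library, the intramuscular counts ran from 536 to 627 and 354 to 445 for lncRNAs and from 6668 to 7158 and 4846 to 5485 for mRNAs. The subcutaneous counts ran from 588 to 685 and 331 to 411, and from 5570 to 5909 and 3784 to 4127. The interaction ran from 542 to 608 lncRNAs and from 4789 to 5133 mRNAs. Without SPA1 and SA5, 611 lncRNAs passed in the subcutaneous comparison, so the read-filter batch did not account for the count.

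With the replicate number as a block, 570 and 344 lncRNAs and 6868 and 4849 mRNAs passed in the intramuscular comparison, with 527 of the 610 lncRNAs and 6470 of the 7160 mRNAs shared. In the subcutaneous comparison, 604 and 293 lncRNAs and 5634 and 3360 mRNAs passed, with 575 of 681 and 5296 of 6040 shared. The mean correlation of same-numbered libraries, as deviations, was 0.0253 in the intramuscular cells (6 of 120 pairings as high, exact p = 0.05) and -0.00139 in the subcutaneous cells (61 of 120, exact p = 0.508).

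For each of the 8 counts of the comparisons, 1 of the 16 regroupings of the 10 libraries that part all same-numbered pairs gave as many transcripts, the real one; with 16 regroupings that share cannot be under 0.05. The next highest numbers in the intramuscular comparison were 204 lncRNAs with p under 0.05 and 1 with adjusted p, and 2842 and 6 mRNAs; in the subcutaneous comparison 287 and 0 lncRNAs, and 3082 and 4 mRNAs. The 84 drawn regroupings that part fewer pairs gave at most 319 and 2, 3711 and 6, 391 and 2, and 3033 and 9.

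The difference of median levels, mRNA minus lncRNA (-0.00286), reversed to 0.2151 for values above 0 and to 0.2681 with a mean FPKM of at least 0.1, and was -0.1299 as the mean FPKM per class and 0.5471 as that mean without LNC_010228, higher for mRNAs in 20 of 20 libraries. The lowest R2 (0.7908) was 0.7158 on log2(FPKM + 0.1) and 0.6069 with a mean FPKM of at least 1. Without the log it was 0.9885, where LNC_010228 alone largely sets R2. Of the 102 pairs of Table 4, 9 passed with Spearman's correlation, 21 within the intramuscular and 29 within the subcutaneous libraries, 44 as deviations from the group means and 51 without the library in which the lncRNA was highest, where 68 correlations are defined; in the other 34 the lncRNA or the mRNA was at 0 in all other libraries, so single libraries and the group means may each carry part of the pairs.

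Of 950 log2 fold changes of named transcripts under the alternatives, 907 kept their direction and side of the threshold, 12 were weaker, 10 stronger, 8 moved and 13 reversed. Those kept were 598 of 620 in fits without 1 library and 309 of 330 under 6 other settings. No fit with a covariate was among these settings. With the variance filter over 10 libraries and the library-size covariate, some named changes lost p under 0.05, such as SMAD1 in SA and MEDAG in IMA. Others, such as TGFBI and CAPN10, kept it. XR_001917728.1 (0.30 in IMA) was -0.38562 with quantile normalization. DLK1 in SA (-0.0066) was 0.037398 with a pseudocount of 0.1. Leaving out 1 library each, DLK1 ran from -0.054017 to 0.031847, FOXO6 in SA from -0.019491 to 0.0012728 and ANGPT2 in SA from -0.0050127 to 0.011549. UXT in IMA no longer had an adjusted p under 0.05 with upper-quartile scaling, quantile normalization, the replicate block and in 7 of the 10 fits without 1 library, and ACLY in IMA and XR_001917637.1 in SA with all 4 groups in the fit. An adjusted p under 0.05 was gained by CD36, TGFB2 and ACLY in SA and PLPP3 in IMA with all 4 groups in the fit (0.04153, 0.04892, 0.04099 and 0.02732), by PLPP3 in SA with upper-quartile scaling (0.04181) and quantile normalization (0.01764), and by CD36 in SA without SA4 (0.0493), TGFB2 in IMA without IMPA5 (0.03852), ACLY in SA without SPA2 (0.01934) and PLPP3 in IMA without IMA3 (0.03499). Of 24 marker scores, 22 were the same; the adipocyte score in IMA (0.073) was -0.01899 without PLIN2, its highest member. With no counts, the depth behind each value is unknown, which limits the results for lncRNAs under 1 FPKM most.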

Differences from the paper's values

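Of 36 values of the paper set beside recomputed ones, 20 differed. The alternatives named here were set before the data were examined, except where a sentence says otherwise.

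In the intramuscular comparison, 610 lncRNAs had p under 0.05 against the paper's 143, 176 up-regulated against the paper's 73 and 434 down-regulated against the paper's 70. With the mapped share of reads as covariate the total was 141, with 91 up-regulated and 50 down-regulated and 82 of them among the 610. With the library-size covariate 94 were up-regulated. The other alternatives did not close these gaps. Both covariates were correlated with the stage, so these fits may also remove the effect of the stage. A number near the paper's does not show that the same lncRNAs were found. With a variance above 1 over the 10 libraries and the library-size covariate, a setting chosen after seeing the values, the numbers were 136, 71 and 65, and with that filter and no covariate, also chosen after seeing the values, 89 were up-regulated. For mRNAs, 7160 differed against the paper's 33258, and no alternative closed this gap. The paper's parts for the same comparison are 1378 up-regulated and 1880 down-regulated, against 2590 and 4570, and sum to 3258 and not to the printed total. Against that sum, 3091 were found with the library-size covariate and 2283 with the mapped share, and 3028 with the variance filter over 10 libraries and the covariate and 4799 with that filter alone, both chosen after seeing the values. With the library-size covariate, 1393 and 1698 were found, and with the mapped share 1285 were up-regulated. With the variance filter and the covariate, chosen after seeing the values, the parts were 1308 and 1720, and without the covariate, chosen after seeing the values, 1814 were up-regulated.

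In the subcutaneous comparison, 681 lncRNAs differed against the paper's 47, 558 up-regulated against the paper's 26 and 123 down-regulated against the paper's 21. For mRNAs, 6040 differed against the paper's 1659, 3112 up-regulated against the paper's 825 and 2928 down-regulated against the paper's 834. None of the alternatives set before the data were examined and run for this comparison closed these gaps. The fit with the mapped share of reads as covariate was made for the intramuscular comparison only. With the variance filter and the library-size covariate, chosen after seeing the values, 69 lncRNAs differed, 23 of them down-regulated, and 1938 mRNAs, 949 up-regulated and 989 down-regulated; the number of up-regulated lncRNAs was not reached under any setting.

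For lncRNAs, 326 differed in the intramuscular comparison only against the paper's 135, 284 in both against the paper's 8, and 397 in the subcutaneous comparison only against the paper's 39. The first was 147 with a variance above 1 over the 20 libraries and 196 with the library-size covariate; no alternative set before the data were examined closed the other gaps. With the variance filter over 10 libraries and the covariate, chosen after seeing the values, 123 differed in the intramuscular and 56 in the subcutaneous comparison only, and the number in both was not reached. For mRNAs, 3250 differed in both comparisons against the paper's 534, and 2790 in the subcutaneous comparison only against the paper's 1125. With the library-size covariate, 685 differed in both. With the variance filter and the covariate, chosen after seeing the values, the numbers were 583 and 1355.

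The second principal component held 9.085% of the variance of the lncRNAs against about 21% in the paper's Fig. 3C, read by eye, and 7.072% of that of the mRNAs against about 19% in the paper's Fig. 3, read by eye. No alternative was set for these shares. With only the transcripts with p under 0.05 in either comparison, each scaled to unit variance, a setting chosen after seeing the values, they were 25.38% and 18.37%. The log2 fold change of LNC_004191 in SA was 1.301 against about 1.8 in the paper's Fig. 7, read by eye; it was 1.73 with a pseudocount of 0.1 and 1.804 as the log2 ratio of the group means, and the other alternatives did not close the gap.

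The paper states a lower bound for R2 that each sample exceeds, whereas 24 of the 190 pairs of libraries were below it, with a minimum of 0.791. On FPKM without the log, 0 of 190 were, with a minimum of 0.989. On that scale LNC_010228 alone largely sets R2, so the bound is met whatever the other transcripts do. The paper places lncRNAs below mRNAs in level, whereas the median difference was -0.00286 and the mRNA median was higher in 11 of 20 libraries. With a mean FPKM of at least 0.1 it was higher in 20 of 20, and the mean FPKM of mRNAs was higher than that of lncRNAs in 0 of 20, or in 20 of 20 without LNC_010228, a setting chosen after seeing the values. The paper finds more differentially expressed lncRNAs in the intramuscular than in the subcutaneous comparison, whereas 610 and 681 were found here. With a mean FPKM of at least 0.1, 2450 and 2223 were found, and with no filter on low values 2641 and 2262. With a variance above 1 over the 20 libraries 291 and 279 were found, and with the library-size covariate 221 and 201. With adjusted p under 0.05 and FPKM + 1 changed at least 2-fold, the numbers were 37 and 17. The paper names no differentially expressed gene among the selected targets in the subcutaneous cells. Here, SMAD1 and FGF11 had limma adjusted p values of 0.00313 and 0.00133 in those cells. A fit with the variance filter over 10 libraries and the library-size covariate was chosen after seeing the values. In that fit, the p values of SMAD1 and FGF11 were 0.144 and 0.102 (ordinary linear model, unadjusted). The covariate was correlated with the stage, so that fit may also remove the effect of the stage. The transcript the paper calls TGFβ1 is listed under TGFBI in the files. Of the genes it calls differentially expressed in 1 cell type alone, MEDAG changed in both (log2 fold changes 0.50 and -0.86), and PLPP3 and ACLY did not pass the test of a different change between the cell types (limma adjusted p = 0.449 and 0.423). For ACLY the subcutaneous standard error was 0.51, with SPA2 and SA2 far from their groups, and without SPA2 the subcutaneous change was -1.49 (limma adjusted p = 0.0193). This was the only 1 of 10 fits without 1 library that passed, and the highest adjusted p was 0.288. The gene sum of ACLY changed by -0.426 in the intramuscular cells (exact permutation p = 0.00794) and by -0.138 in the subcutaneous cells (exact permutation p = 0.103). For PLPP3 the subcutaneous change had a limma adjusted p of 0.0418 with upper-quartile scaling and 0.0176 with quantile normalization. With the variance filter over 10 libraries and the library-size covariate, these 3 genes had p under 0.05 only in the cell type the paper names. The p values (ordinary linear model, unadjusted), intramuscular first, were 0.589 and 0.000103 for MEDAG, 0.876 and 0.00278 for PLPP3, and 0.0217 and 0.767 for ACLY. The caution about this covariate and the stage applies here too. The fall of Pref-1 (DLK1) measured by qPCR was not seen in FPKM: its sum over transcripts was 0.0114 in IMPA and 0.0316 in IMA (exact permutation p = 0.230), and 0.145 in SPA and 0.157 in SA (exact permutation p = 0.810). It was above 0 in 2 of 5 IMPA libraries, a level too low for a fall to be tested in the intramuscular cells.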

Other observations

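The skeletal muscle score was 6.09 in IMPA, 7.76 in IMA, 0.63 in SPA and 0.51 in SA. DES, picked for mention after its values were seen like ACTA1, rose from 573 to 1743 FPKM and ACTA1 from 204 to 671 in the intramuscular cells. The adipocyte score rose by 0.073 in IMA (8 of 19 genes higher) and by 0.084 in SA (10 of 19), and no difference between these changes was found (difference -0.0106, permutation p = 0.702). Without PLIN2, the score changed by -0.019 in IMA (exact permutation p = 0.175) and by 0.054 in SA (exact permutation p = 0.00794). The difference without PLIN2 was not tested. Among the genes of this score, which were picked for mention after their values were seen, PLIN2 rose from 49.8 to 166 FPKM in the intramuscular cells and from 257 to 396 in the subcutaneous cells, while CEBPA fell from 9.23 to 5.42 and from 5.05 to 3.91. PPARG went from 0.475 to 0.364 and from 0.624 to 1.03 FPKM. TOP2A, chosen likewise, rose from 10.9 to 57.2 FPKM in SA.

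GC content in the paper's Table 2 had a mean of 50.5% in IMPA and 45.9% in IMA (exact permutation p = 0.00794). The GC content of the transcripts was not used here.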
